# Mice Undergo Organ-Specific Transcriptional and Metabolic Remodeling During Late Adolescence

**DOI:** 10.21203/rs.3.rs-10171816/v1

**Published:** 2026-08-05

**Authors:** Qing-xia Huang, Ahmad Al Ajami, Eva Kohnert, Temel Kilic, Christina Engel, Melanie Boerries, Clemens Kreutz, Katharina Moos, Gerd Walz

**Keywords:** Organ-specific maturation, transcriptional changes, metabolic reprogramming, lipid metabolism, gut-liver axis

## Abstract

Mouse models aimed at deciphering human aging have typically focused on early development or late-life stages. Much less is known about the transition from late adolescence to young adulthood, spanning 8 to 12 weeks of age. Here, we show that C57Bl6 mice undergo a comprehensive developmental transition characterized by significant transcriptional and metabolic reprogramming during this time. Transcriptional analysis revealed substantial, organ-specific changes: the heart shifts toward a maintenance-focused phenotype with down-regulated oxidative phosphorylation (OXPHOS) and increased expression of genes supporting structural remodeling. Conversely, the kidney adopts an immunologically active state, reflecting progressive immune cell colonization, while the liver shifts from a hematopoietic role to one dominated by lipid metabolism, detoxification, and ketogenesis. These transcriptional changes correspond to a coherent metabolic maturation driven by the gut-liver axis. Intestinal maturation enhances lipid absorption and microbial fermentation, leading to increased circulating levels of short-chain fatty acids, poly-unsaturated glycerolipids, and sphingomyelins. Elevated hepatic production of ketone bodies, driven by up-regulated fatty acid metabolism genes, provides an efficient alternative energy substrate for peripheral tissues like the heart. Urinary metabolite profiles, marked by increased acylglycines and tricarboxylic acid (TCA) cycle intermediates, further confirm heightened mitochondrial energy turnover and fatty acid β-oxidation. Collectively, this coordinated maturation from 8 to 12 weeks signifies the transition from a highly plastic developmental state to a stable, energy-efficient, and metabolically flexible adult phenotype.

## Introduction

Between 8 and 12 weeks of age, a period that largely corresponds to a human lifespan between 10 and 15 years [1], mice transition from late adolescence into young adulthood, reaching sexual maturity and physiological stabilization in most organ systems. At this stage mice have completed rapid postnatal growth, but not yet reached adulthood and age-related decline. During this age range, developmental processes are ongoing, resulting in increased bone mass, T- and B-lymphocyte production and brain size [2]. In addition, there is also a significant change in behavioral patterns, including burrowing, nest building and voluntary wheel running [3].

The maturation of the postnatal mouse heart is governed by a tightly coordinated series of cellular, molecular, and structural transformations [4, 5]. These changes convert the fetal heart, initially reliant on proliferative cardiomyocytes, into a mature organ. Shortly after birth, cardiomyocytes briefly retain limited proliferative activity to expand heart mass, but this capacity diminishes rapidly as cells become predominantly post-mitotic [6]. Concurrently, the heart transitions from fetal to adult sarcomeric protein isoforms, while development of gap junctions and ion channels supports synchronized cardiac conduction and contraction. A metabolic shift marks this maturation: fetal hearts mainly depend on glycolysis, but as development proceeds, fatty acid oxidation becomes the principal energy source. By postnatal day 7, oxidative metabolism predominates, accompanied by robust mitochondrial biogenesis [7], and a rapid reduction in the heart’s regenerative potential [8]. By approximately day 21, sarcoplasmic reticulum calcium handling and myofibrillar functions mature to adult levels [4].

Although fetal and early postnatal heart development have been extensively characterized, the molecular and metabolic programs that govern adolescent cardiac maturation remain poorly defined. To address this gap, we profiled transcriptional changes in mouse hearts at 8, 10, and 12 weeks of age and compared them with transcriptional changes in the kidney and liver. In addition, we analyzed intestinal, plasma, and urine metabolites, together with the intestinal microbiome, to determine whether organ-specific transcriptional shifts are linked to systemic metabolic remodeling. Our analysis revealed a surprising decline in oxidative phosphorylation capacity during late adolescent cardiac development. This suggests that, rather than simply increasing mitochondrial output, the heart undergoes further refinement as it approaches functional maturity. Collectively, our findings indicate that late adolescence to early adulthood is a period of coordinated systemic remodeling in which the gut, liver, and heart operate as an integrated network to support the transition into a mature organism.

## Results & Discussion

### Transcriptional changes between week 8 and 12 highlight ongoing maturation and adaptation

Between 8 and 12 weeks of age, male C57BL/6 mice exhibited a significant increase in body weight (**Suppl. Figure 1**). Notably, this weight gain occurred without a parallel increase in food or water intake, suggesting a fundamental shift in the efficiency of nutrient processing and energy metabolism.

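RNA was sequenced from the heart, kidney and liver of male C57BL/6NCrl mice, a substrain of the inbred C57BL/6 line, at 8, 10 and 12 weeks of age. There were 4 samples for each tissue and age, 36 libraries in all. The authors trimmed the read pairs, aligned them to the mouse genome build GRCm39 with the Ensembl v113 annotation using STAR, and deposited the number of read pairs counted on each gene, without normalization. STAR counts a pair only where it has a single best place in the genome and overlaps a single gene, so pairs that match several places equally well add to no gene. The libraries held between 27540588 and 45185952 read pairs. In heart, 21743131 to 29791297 pairs per library were counted on genes, with medians of 25203472 at 8 weeks, 24516126.5 at 10 weeks and 27505258.5 at 12 weeks. The kidney libraries held 21323021 to 32670858 counted pairs, with medians of 27920531, 26824991.5 and 29699367.5 at the same ages. In liver the range was 21031599 to 33637390, with medians of 23596061, 27285709.5 and 27932041. Counted pairs made up 71.6% ± 0.924 of a heart library, and 17.4% ± 0.925 of its pairs matched several places (SD, n = 12). In kidney the counted share was 77.4% ± 0.587 and in liver 73.8% ± 2.49. STAR also writes counts for each strand. These held 49.8% to 50.0% of the stranded counts in heart on the first strand, so the libraries carry no strand information and the counts without regard to strand were used. Where genes on opposite strands overlap, the shared pairs are left out. From there, each tissue was analysed on its own. A gene was kept when, in at least 1 age group, at least 2 samples had a count above 0 and the mean count was at least 10, which left 15137 genes in heart, 17649 in kidney and 14672 in liver. Counts were scaled with edgeR's trimmed mean of M-values (TMM) factors, and levels are given as CPM values, counts scaled to a common library size. Ages were compared with edgeR's quasi-likelihood F-test in a model with a mean for each age, and p-values were adjusted by the Benjamini-Hochberg method over all genes kept in the tissue. Log2 fold changes above 0 stand for higher expression at the older age, and their standard errors come from the same model. A count in a single library carries counting error on top of the difference between animals.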

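Principal components were computed for each tissue from centered log2 CPM values with a prior count of 2. In heart, the first component held 20.0% of the variance and the second 12.7%. The 8-week samples lay between 13.7 and 27.1 on the first component, above the 10-week samples (-18.4 to 4.32) and the 12-week samples (-17.3 to -3.41), whose ranges overlapped. In kidney the components held 18.7% and 15.8%. On the first, the 10-week samples (5.47 to 32.5) stood apart from the 8-week samples (-16.4 to 0.860), while the 12-week samples reached from -20.3 to 5.78. On the second, the 12-week samples (1.12 to 31.5) overlapped the 8-week samples (-29.8 to 3.29) only slightly. The 10-week samples there reached from -17.3 to 11.4. In liver they held 21.2% and 15.5%. The 8-week samples (-39.7 to -7.01) and the 10-week samples (13.4 to 27.2) were separate on the first component, and the 12-week samples spread over both, from -18.4 to 40.5. Over all genes kept, age accounted for 30.0% of the variance between the heart samples, 28.2% in kidney and 28.1% in liver. The 12 samples of a tissue can be divided into 3 groups of 4 in 5775 ways. In heart and in kidney, only the division by age reached this share (exact permutation test, p = 0.000173, the smallest that this design allows), and in liver 4 divisions did, the real one included (exact permutation test, p = 0.000693). The setting that moved these values most was a restriction to the 500 most variable genes, under which 138 of the 5775 divisions of the liver samples gave as large a share (exact permutation test, p = 0.0239).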

Principal component analysis (PCA) of RNA sequencing data revealed distinct clustering of samples from the three time points, demonstrating pronounced transcriptional changes in all three organs between 8 and 12 weeks of age (Fig. 1). 

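A gene was called up- or down-regulated where its adjusted p in edgeR's test was under 0.05 and its log2 fold change lay beyond 1 in either direction. At 12 against 8 weeks, 30 genes were up- and 41 down-regulated in heart among the 15137 tested. The kidney had 4 up- and 1 down-regulated genes, and the liver 10 and 3. On the adjusted p alone, without a minimum fold change, 691 genes passed in heart, 10 in kidney and 35 in liver. Before adjustment, 3544, 2059 and 2221 genes had a p under 0.05, where 757, 882 and 734 would be expected if no gene had changed. Of the genes called in heart, 27 of 30 up-regulated and 35 of 41 down-regulated had no overlap between the 4 samples of 12 weeks and the 4 of 8 weeks. All 5 genes called in kidney and all 13 called in liver were also without overlap. Over all genes tested, 12.7% in heart, 6.61% in kidney and 8.14% in liver had no overlap, where chance gives 2.86%. The counts depended on single samples. With each sample left out in turn, 13 to 58 genes were up- and 16 to 44 down-regulated in heart, 3 to 11 and 0 to 5 in kidney, and 2 to 17 and 0 to 10 in liver. The highest of these counts came without 12-week replicate 4 in every tissue. DESeq2 called 20 up- and 20 down-regulated genes in heart, 19 and 10 in kidney, and 52 and 58 in liver. Of the planned settings, leaving out the filter on low counts moved the kidney furthest, with 80 up- and 28 down-regulated genes of 42077 tested. The heart then had 72 and 60 of 36652, and the liver 79 and 57 of 34374. After these counts had been seen and set beside the paper's, 27 further combinations of test, threshold and gene subset were tried. One of them, limma-voom fitted by robust regression, called 81 up- and 92 down-regulated genes in heart, 47 and 34 in kidney, and 75 and 117 in liver; edgeR's likelihood-ratio test called 66 up- and 73 down-regulated genes in heart, 37 and 15 in kidney, and 54 and 67 in liver.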

Comparison between week 8 and 12 showed that 63 (61) genes were up-(down-) regulated in the heart, 36 (27) genes in the kidney, and 54 (92) genes in the liver (adjusted p-value < 0.05, log2FC |> 1|), suggesting a substantial shift in developmental programs during the relatively short time window of four weeks (Fig. 1).

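Genes of each tissue were ranked by the signed root of their F statistic at 12 against 8 weeks and tested with fgsea against the mouse sets of the Reactome collection that held 10 to 500 ranked genes. In heart, the set Respiratory electron transport had 76 of its 92 members among the 13908 ranked genes. Its normalized enrichment score (NES) was -1.98 (fgsea adjusted p = 0.00779 over 850 sets), with 53 members lower at 12 weeks and 23 higher. The 36 genes at its leading edge included the nuclear genes *Cox4i1*, *Uqcrb* and *Ndufs7* and the mitochondrial genes *mt-Co3* and *mt-Nd3*. Of the 850 sets, 2 passed, both with a negative score and both on respiratory electron transport. This number depended on single samples. Without 8-week replicate 2 or 12-week replicate 3, 0 sets passed. Without 8-week replicate 1, 6 passed as higher and 2 as lower, and without 12-week replicate 4, 11 and 13. fgsea treats genes as independent. Under fry, which estimates the correlation between genes from the samples, the adjusted p of Respiratory electron transport was 0.553. Over all settings it ranged from 6.2e-05 to 0.553. Without the mitochondrially encoded genes the NES was -1.71 (fgsea adjusted p = 0.296). The set also depended on single samples, with an fgsea adjusted p of 0.123 without 8-week replicate 2, 0.136 without 12-week replicate 2 and 0.232 without 12-week replicate 3. Among the 86 nuclear genes of oxidative phosphorylation, all of them tested, 61 were lower and 25 higher at 12 weeks, with a median log2 fold change of -0.15. Over all genes, edgeR's adjusted p was under 0.05 for *Ndufs7* (log2 fold change -0.40), *Uqcrb* (-0.36) and *Cox4i1* (-0.62), and, in the other direction, for *Ndufs1* (0.29) and *Uqcrc2* (0.33). Adjusted over the list alone, 9 of the nuclear genes passed as lower and 2 as higher. None of them changed by more than 1 on the log2 scale.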

Gene Set Enrichment Analysis (GSEA) revealed an unexpected down-regulation of pathways involved oxidative phosphorylation in the heart, when mice at 12 weeks of age were compared to 8-week-old mice (**Suppl. Figure 2A, Suppl. Table 1**). In contrast, GSEA terms associated with sarcomeric and contractile maturation were increased, highlighting the ongoing differentiation of cardiomyocytes.

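The Reactome set Striated muscle contraction had an NES of 1.04 in heart (fgsea adjusted p = 0.763), with 24 of its 32 members ranked. Of these, 9 were higher and 15 lower at 12 weeks. Their median log2 fold change was -0.04, the opposite sign to the score. The genes at its leading edge were *Ttn*, *Myl2*, *Dmd*, *Neb* and *Actc1*, and 2 members passed edgeR's adjusted p over all genes, both higher at 12 weeks. The direction was not fixed: the NES was -1.14 without 12-week replicate 4, and camera and fry gave the set a negative direction, with adjusted p-values of 0.998 and 0.992. Over all settings the adjusted p stayed between 0.336 and 0.998.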

A striking activation of pathways associated with immune functions was detected in 12-week-old kidneys (**Suppl. Figure 2B, Suppl. Table 2**), indicating that the mouse kidney is progressively colonized by diverse immune cell populations in late adolescence. In contrast to the heart, components of the oxidative pathway were increased, signaling the demand for energy to support the active transport processes in the kidney.

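In kidney, 106 of 881 Reactome sets passed fgsea's adjusted p with higher and 7 with lower expression at 12 weeks. With single samples left out, 89 to 122 sets passed as higher. The sets passing as lower then ran from 0 without 8-week replicate 2 to 16 without 12-week replicate 4. Under fry, 0 of the 881 sets passed in either direction. Adaptive immune system, with 352 of 436 members ranked, had an NES of 1.97 (fgsea adjusted p = 3.4e-08), and 225 members were higher and 127 lower. The median log2 fold change of its members was 0.05. Its leading edge of 132 genes was headed by the proteasome genes *Psmb3* and *Psmb6*. It also included *Cd74*, the class I and class II genes *H2-K1*, *H2-D1* and *H2-Eb1*, and the proteasome genes *Psmb8* and *Psmb9*. Immunoregulatory interactions between a lymphoid and a non-lymphoid cell had an NES of 2.06 (fgsea adjusted p = 0.000890), with 35 of 45 ranked members higher and a median log2 fold change of 0.19. Over the settings, the adjusted p of Adaptive immune system ranged from 1.0e-09 to 0.133 and that of the Immunoregulatory set from 3.1e-05 to 0.133. With camera, which uses a preset correlation of 0.01, both passed (adjusted p = 0.00648 and 0.000387). Under fry neither did, and the value of 0.133 is fry's for both. From the activation of immune pathways at 12 weeks, the paper concludes that immune cell populations progressively colonize the mouse kidney in late adolescence.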

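Respiratory electron transport scored in the opposite direction to the heart, with an NES of 1.63 in kidney (fgsea adjusted p = 0.0407) and 74 of 92 members ranked. Of these, 41 were higher and 33 lower at 12 weeks, and the median log2 fold change was 0.01. Its leading edge held 15 genes, headed by *mt-Co2* and *mt-Co3*, both of which lie in a stretch of the mitochondrial genome that has a near-identical copy on chromosome 1. Without the mitochondrially encoded genes, the NES fell to 0.87 (fgsea adjusted p = 0.909). The adjusted p was also 0.0781 when genes were ranked by limma-voom, 0.585 with camera and 0.844 with fry. Leaving out 12-week replicate 4 gave an NES of 1.08 (fgsea adjusted p = 0.720). Over all settings the adjusted p ranged from 8.5e-06 to 0.909.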

Rac signaling is required for renal morphogenesis, which ends in mice around postnatal day 3. Continued Rac signaling past postnatal day 3 supports papillary nephron elongation and nephron differentiation, while down-regulation of Rac signal transduction at week 12 (NES – 1.82; adjusted p-value 0.028) (**Suppl. Table 2**) indicates that the kidney has reached its mature capacity [9, 10].

The top GSEA term revealed up-regulation of fatty acid metabolism in the liver, while down-regulation of genes involved in collagen and extracellular matrix dynamics indicated that the structural maturation of the liver is largely completed in mice by 12 weeks of age (**Suppl. Figure 2C, Suppl. Table 3**).

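In liver, 147 of 851 Reactome sets passed fgsea's adjusted p with higher and 58 with lower expression at 12 weeks. Fatty acid, triacylglycerol, and ketone body metabolism had 83 of 89 members ranked and an NES of 2.13 (fgsea adjusted p = 6.1e-06). At 12 weeks 55 members were higher and 28 lower, and the leading edge of 34 genes included *Hadh*, *Acsl1*, *Acads* and *Acadl*. Extracellular matrix organization had an NES of -2.48 (fgsea adjusted p = 8.4e-12), with 130 of 185 ranked members lower and a median log2 fold change of -0.25. Collagen formation had an NES of -2.56 (fgsea adjusted p = 4.0e-08), with 42 of 51 members lower and a median of -0.37. The leading edges of these sets included *Sparc*, *Col5a2*, *Col4a5* and *Col1a2*. With fry, the adjusted p was 0.0455 for the fatty acid set, 0.0173 for Collagen formation and 0.0695 for Extracellular matrix organization. These were the highest values over the settings for each set; the lowest were 5.9e-09, 4.8e-10 and 6.8e-16. With each sample left out in turn the NES stayed between 1.95 and 2.45, between -2.62 and -2.13, and between -2.63 and -1.99. From the down-regulation of collagen and extracellular matrix genes, the paper concludes that the liver's structural maturation is largely completed by 12 weeks.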

### Switch to a maintenance-focused cardiac phenotype

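The 99 genes of oxidative phosphorylation, 13 encoded by the mitochondrial genome and 86 by nuclear genes, were examined one by one at 12 against 8 weeks. In heart, all 99 were tested, 73 were lower, and the median log2 fold change was -0.16. edgeR's adjusted p over all genes was under 0.05 for 4 lower and 2 higher genes; adjusted over the list alone, for 11 and 2. Leaving out 12-week replicate 4 raised the number of lower genes past the adjusted p to 28, and leaving out 8-week replicate 4, 12-week replicate 2 or 12-week replicate 3 reduced it to 1. In kidney, 96 were tested, with a median of 0.01. Past edgeR's adjusted p over all genes were 2 higher genes, both mitochondrially encoded, and 3 did so adjusted over the list alone. Of the 85 nuclear genes tested, 44 were higher and 41 lower, and 0 passed; DESeq2 and limma-voom gave the same number of lower genes, 0. At 10 against 8 weeks in kidney, 11 nuclear and 3 mitochondrially encoded genes of the list passed edgeR's adjusted p over all genes as higher, and the median of the nuclear genes was 0.10. In liver, 91 were tested and 77 were higher, with a median of 0.11. Of these, 0 passed edgeR's adjusted p over all genes or over the list alone, and 0 passed with DESeq2 or limma-voom. Over all liver genes, 2221 had an unadjusted p under 0.05. Whether a change with age differed between tissues was tested by an interaction term in an edgeR model of all 36 libraries and 19716 genes. For 3 of the 13 mitochondrially encoded genes, the change in heart differed from that in kidney past the adjusted p, and for 2 from that in liver. Adjusted over the list alone, these numbers were 5 and 3. The difference between heart and kidney in log2 fold change was -3.48 ± 0.58 (SE) for *mt-Co3* (edgeR adjusted p = 0.00543), -3.07 ± 0.56 for *mt-Co2* (0.0120) and -2.07 ± 0.39 for *mt-Atp6* (0.0174). Between heart and liver it was -2.13 ± 0.58 for *mt-Co3* (edgeR adjusted p = 0.0307) and -1.48 ± 0.39 for *mt-Atp6* (0.0273). These 3 genes lie in the stretch of the mitochondrial genome with a near-identical nuclear copy. With STAR's counts for a single strand, none of the 13 genes passed in either comparison.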

Several genes of the mitochondrial respiratory chain were significantly downregulated in the heart; in contrast, both kidney and liver displayed increased expression of mitochondrial components to support oxidative phosphorylation (Fig. 2A,B). In 10-week-old mice, the heart has largely completed hypertrophic growth, switching to a fine-tuned metabolic program. Mitochondrial genes (e.g. *mt-Co2*, *mt-Co3*, *mt-Nd3*) decrease as the heart stabilizes its energy usage and moves away from a state requiring rapid remodeling and cellular proliferation. In addition, down-regulation of oxidative phosphorylation (OXPHOS) can serve protective purposes, limiting OXPHOS-associated reactive oxygen species (ROS) production. 

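In heart, *mt-Co2* (ENSMUSG00000064354, the mitochondrial genome from 7013 to 7696) stood at 42.5 ± 4.63 CPM at 8 weeks and 18.99 ± 18.9 CPM at 12 weeks (SD, n = 4). Its log2 fold change was -1.19 ± 0.50 (SE; edgeR adjusted p = 0.166), with 3 of the 4 samples of 12 weeks below every sample of 8 weeks. *mt-Co3* (ENSMUSG00000064358, the mitochondrial genome from 8607 to 9390) went from 29.2 ± 2.96 to 8.802 ± 8.61 CPM (log2 fold change -1.77, standard error 0.50, edgeR adjusted p = 0.0532), with all 4 samples below. For *mt-Nd3* (ENSMUSG00000064360, the mitochondrial genome from 9459 to 9806) the levels were 1.798 ± 0.339 and 0.793 ± 0.576 CPM (log2 fold change -1.23, standard error 0.40, edgeR adjusted p = 0.0826). Without 12-week replicate 1, all 3 genes passed, with edgeR adjusted p-values of 0.0210, 0.00896 and 0.02697, and log2 fold changes of -2.13, -2.68 and -1.81. None of them passed in the other 7 fits that leave out 1 sample, where their edgeR adjusted p-values reached 0.339, 0.141 and 0.199 and their log2 fold changes -0.87, -1.45 and -0.95. These levels are a small part of what the genes express. *mt-Co1*, a subunit of the same complex encoded beside *mt-Co2*, stood at 126690 CPM in the same 8-week hearts. The stretch of the mitochondrial genome from 6390 to 11042 occurs on chromosome 1 of GRCm39 from 24650616 to 24655269 with 99.9% identity over 4654 bp, 2 mismatches and 1 gap. A read pair from this stretch matches both places equally well unless it covers a difference, and pairs with several matches were not counted. The copy covers 6 genes over their whole length (*mt-Co2*, *mt-Atp8*, *mt-Atp6*, *mt-Co3*, *mt-Nd3* and *mt-Nd4l*), 31.3% of *mt-Co1* and 63.6% of *mt-Nd4*, and leaves the other 5 untouched. In heart, the genes outside it changed by at most 1.18-fold between 8 and 12 weeks, and those covered whole by 2.02- to 3.40-fold. The 6 tested genes annotated in the copy on chromosome 1 were lower at 12 weeks as well, and 2 of them passed edgeR's adjusted p. *Gm28661* (ENSMUSG00000102070, chromosome 1 from 24653966 to 24654646), which corresponds to *mt-Co2*, went from 235 ± 38.7 to 37.1 ± 28.4 CPM (log2 fold change -2.67, standard error 0.42, edgeR adjusted p = 0.00373), and every fit that leaves out 1 sample called it. The paper states that mitochondrial genes decrease as the heart stabilizes its energy usage and moves away from rapid remodeling and cellular proliferation.

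**Figure D1:**
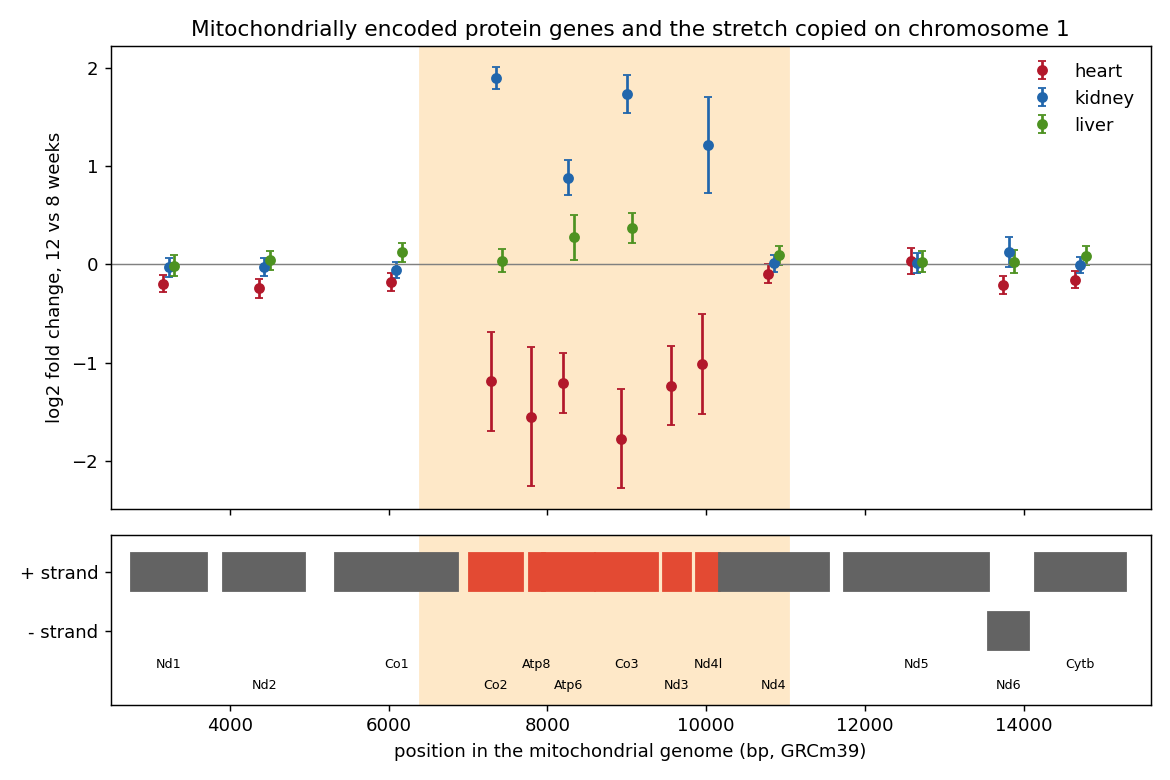
Log2 fold change at 12 against 8 weeks with its standard error for each mitochondrially encoded protein gene in heart, kidney and liver, at its position in the mitochondrial genome of GRCm39 in bp, with the genes drawn by strand and the stretch copied on chromosome 1 shaded from 6390 to 11042. The genes outside the stretch lie near 0 in each tissue, with the largest change 1.18-fold in heart.

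**Figure D2:**
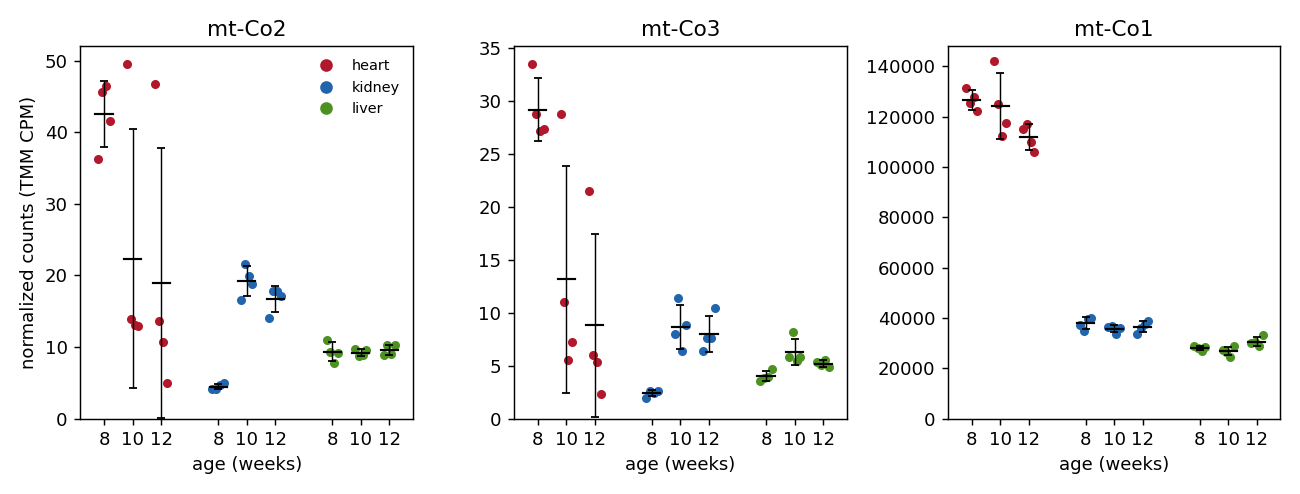
Normalized counts (TMM CPM) of *mt-Co2*, *mt-Co3* and *mt-Co1* in each library by tissue and age in weeks, each point a library, with the mean as a bar and the SD as its error (n = 4). *mt-Co1* in heart is plotted near 126690 CPM at 8 weeks, and *mt-Co2* near 42.5 CPM.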

Although ROS play essential roles in cardiomyocyte differentiation [11], it may be important to curtail oxidative stress during late adolescence.

Analysis of the top up-regulated genes in 12-week-old mice revealed a coordinated response to support myocardial structure and extracellular matrix remodeling. 

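*Nckap5* (ENSMUSG00000049690, chromosome 1 from 125841251 to 126758536) rose in heart from 4.02 ± 0.699 to 10.6 ± 1.04 CPM (SD, n = 4), a log2 fold change of 1.39, standard error 0.14, edgeR adjusted p = 0.000125. The levels of *Cdh4* (ENSMUSG00000000305, chromosome 2 from 179084201 to 179541166) were 1.16 ± 0.267 CPM at 8 weeks and 3.48 ± 0.786 CPM at 12 weeks (log2 fold change 1.56, standard error 0.21, edgeR adjusted p = 0.00148). In both genes, all 4 samples of 12 weeks lay above every sample of 8 weeks, and every fit that leaves out 1 sample called them. *Tnc* (ENSMUSG00000028364, chromosome 4 from 63878014 to 63965443) had 0.412 ± 0.243 CPM at 8 weeks and 1.06 ± 0.313 CPM at 12 weeks, with 3 of 4 samples above (log2 fold change 1.39, standard error 0.38, edgeR adjusted p = 0.0463). 8-week replicate 3 held more of it than the other samples of its age, and the adjusted p was 0.122 without 8-week replicate 2. *Fmod* (ENSMUSG00000041559, chromosome 1 from 133964992 to 133976015) had a log2 fold change of 1.36 ± 0.67 (SE; edgeR adjusted p = 0.233). At 12 weeks, 3 of its samples were above and 1 below every sample of 8 weeks, and without 12-week replicate 4 the log2 fold change was 0.94.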

Genes like *Tnc* (Tenacscin C), *Fmod* (Fibromodulin), *Cdh4* (Cadherin 4) and *Nckap5* (NCK Associated Protein 5) sustain cardiac tissue adaptation to mechanical and hemodynamic demands in late adolescence. Upregulation of *Nppb* (Natriuretic Peptide), *Hrh2* (Histamine Receptor), *Ghrl* (Ghrelin), immune-related genes (e.g. *Ccl7*, *Slamf1*, *Gpr183*), and genes involved in metabolic reprogramming such *Nrg1* (Neuregulin), *Fgfr2* (FGF Receptor), and metabolic enzymes such as *Aass* (Aminoadipate-Semialdehyde Synthase), *Cyp2s1/Cyp2e1* (Cytochrome P450 Family 2 Subfamily S Member 1/Subfamily E Member 1) increase metabolic flexibility and hormonal responsiveness, allowing the heart to respond to changes in volume, pressure and inflammation as the animal transitions to adulthood. 

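In heart, *Ghrl* (ENSMUSG00000064177, chromosome 6 from 113693080 to 113696844) and *Slamf1* (ENSMUSG00000015316, chromosome 1 from 171594695 to 171628764) passed edgeR's adjusted p. *Ghrl* was measured at 0.221 ± 0.0657 CPM at 8 weeks and 0.689 ± 0.236 CPM at 12 weeks (SD, n = 4; log2 fold change 1.65, standard error 0.43, edgeR adjusted p = 0.0379), and *Slamf1* at 0.156 ± 0.0644 CPM at 8 weeks and 0.481 ± 0.108 CPM at 12 weeks (log2 fold change 1.58, standard error 0.43, edgeR adjusted p = 0.0452). Both had all 4 samples of 12 weeks above those of 8 weeks, and their adjusted p-values rose to 0.1098 without 12-week replicate 2 and 0.112 without 12-week replicate 2. *Nppb*, the most abundant of these genes, stood at 36.2 ± 20.7 CPM at 8 weeks and 79.2 ± 17.4 CPM at 12 weeks, with a log2 fold change of 1.13 ± 0.43 (SE; edgeR adjusted p = 0.126), which became 0.03899 without 8-week replicate 1. The same sample held the highest 8-week levels of *Hrh2* (1.09 CPM, against at most 0.207 in the other 3) and *Gpr183* (0.764, against at most 0.351). Leaving it out changed the log2 fold change of *Hrh2* from 0.99 to 2.36 and that of *Ccl7* from 0.85 to 2.12, and with it the edgeR adjusted p from 0.302 to 0.0169 and from 0.3798 to 0.0271. *Gpr183*, *Nrg1*, *Fgfr2*, *Aass*, *Cyp2s1* and *Cyp2e1* had log2 fold changes of 1.26, 1.27, 1.03, 1.38, 2.05 and 1.76, with edgeR adjusted p-values from 0.0606 to 0.249. Of these, *Aass* had all 4 samples of 12 weeks above those of 8 weeks. *Cyp2e1* had 12 counts over the 4 samples of 8 weeks and 44 over those of 12 weeks.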

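In heart, *Slfn4* (ENSMUSG00000000204, chromosome 11 from 83066012 to 83081042) fell from 0.446 ± 0.271 to 0.0611 ± 0.0776 CPM (SD, n = 4), a log2 fold change of -2.698, standard error 0.74, edgeR adjusted p = 0.0454. All 4 samples of 12 weeks lay below those of 8 weeks, and the adjusted p was 0.121 without 12-week replicate 3. *S100a8* (ENSMUSG00000056054, chromosome 3 from 90567118 to 90578128) was at 1.08 ± 0.253 CPM at 8 weeks and 0.352 ± 0.426 CPM at 12 weeks and *Retnlg* (ENSMUSG00000022651, chromosome 16 from 48692547 to 48694862) at 0.233 ± 0.0723 CPM at 8 weeks and 0.0631 ± 0.08299 CPM at 12 weeks. Their log2 fold changes were -1.705 ± 0.77 and -1.97 ± 1.02 (SE), with edgeR adjusted p-values of 0.189 and 0.254, and 3 of 4 samples of each below every sample of 8 weeks. At 10 weeks, replicate 2 held more of all 3 genes than any other sample of that age, with 5.34 CPM of *S100a8* against at most 0.944 in the other 3. Over the 9 genes of a neutrophil list that were tested in heart, 8 were lower at 12 weeks, with a median log2 fold change of -1.1004.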

Down-regulation of *Slfn4* (Schlafen 4), *S100a8* (S100 calcium binding protein A8), and *Retnlg* (Resistin-like gamma) signal a restriction of inflammatory cell recruitment and the resolution of developmental immune activation, protecting against unnecessary tissue injury (Fig. 3A, **Suppl. Table 4**). 

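The heart values of *Rn7sk* (ENSMUSG00002076161, chromosome 9 from 78082585 to 78082915), a small nuclear RNA, and *Mir6236* (ENSMUSG00000098973, chromosome 9 from 110110355 to 110110477), annotated as a microRNA, rest on a single sample. 8-week replicate 1 held 109.5 CPM of *Rn7sk* and 105.3 CPM of *Mir6236*, and the other samples of that age 0.379 to 2.07 and 1.86 to 4.01 CPM. With all samples, *Rn7sk* had a log2 fold change of -6.101, standard error 1.43, edgeR adjusted p = 0.0284, and *Mir6236* a log2 fold change of -4.56, standard error 1.08, edgeR adjusted p = 0.0293. Without 8-week replicate 1 the log2 fold changes were -1.65 and -1.29. At 12 weeks the levels were 0.413 ± 0.0828 and 1.196 ± 0.6496 CPM (SD, n = 4). Of these samples, 2 lay below every 8-week sample for *Rn7sk* and 3 for *Mir6236*, and 4 of the 8 fits that leave out 1 sample called each gene. The adjusted p of *Rn7sk* became 0.0931 without 8-week replicate 1. *Zfp984* (ENSMUSG00000078495, chromosome 4 from 147838429 to 147894327) encodes a zinc finger protein and stood at 16.5 ± 8.11 CPM at 8 weeks and 6.74 ± 4.19 CPM at 12 weeks (log2 fold change -1.28, standard error 0.35, edgeR adjusted p = 0.0441). Its 12-week replicate 4 held 13.0 CPM against at most 5.35 in the other 3 samples, and the adjusted p rose to 0.121 without 12-week replicate 3.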

Small RNA and chromatin regulators (*Rn7sk*, *Mir6236*, *Zfp984*) are also decreased, aligning with the transition from a highly plastic to a more stable, differentiated state.

### Transition of the kidney to an immunological active organ in late adolescence

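In kidney, 5 constant and 33 variable genes of the immunoglobulins were tested at 12 against 8 weeks, and every one had a log2 fold change above 0. The median was 1.61 over the constant genes and 2.66 over the variable genes. edgeR's adjusted p was under 0.05 for 0 of them, with 2059 of all 17649 genes at an unadjusted p under 0.05. *Igha*, the heavy chain of IgA, held 5.01, 8.90, 11.8 and 4.63 CPM in the samples of 8 weeks and 47.6, 71.6, 14.8 and 31.0 CPM in those of 12 weeks, all above (log2 fold change 2.44, standard error 0.51, edgeR adjusted p = 0.1096). *Ighm* had 3 of 4 samples above, and a log2 fold change of 0.80 ± 0.30 (SE). The constant genes *Ighg2b*, *Ighg2c* and *Iglc1* had 2 of 4 above. Of the 33 variable genes, 12 had all 4 samples of 12 weeks above every sample of 8 weeks, where chance gives 1.43% in this direction, and 10 had 3, 10 had 2 and 1 had 1 above. The antibody genes of one cell are expressed together, so these counts are not independent. Other immune lists moved less. Median log2 fold changes were 0.58 over 14 genes of T and natural killer cells, with 12 higher, and 0.26 over 13 macrophage genes, with 10 higher.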

Gene expression in the kidney of 12-week-old mice was dominated by immune and antibody signaling, reflecting extensive lymphocyte homing (Fig. 3B, Suppl. Table 5). 

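In kidney, *Neurog2* (ENSMUSG00000027967, chromosome 3 from 127426448 to 127429280) rose from 1.64 ± 0.169 to 5.21 ± 2.005 CPM (SD, n = 4; log2 fold change 1.67, standard error 0.24, edgeR adjusted p = 0.0218), with all 4 samples of 12 weeks above those of 8 weeks. Its adjusted p was 0.105 without 8-week replicate 3, and 3 of the 8 fits that leave out 1 sample called it. *Synpr* (ENSMUSG00000056296, chromosome 14 from 8853423 to 9184986) had 0.4705 ± 0.872 CPM at 8 weeks and 4.19 ± 4.77 CPM at 12 weeks. Its log2 fold change of 3.03, standard error 1.02, edgeR adjusted p = 0.305 depended on 8-week replicate 3, which held 1.78 CPM while the other 3 samples held at most 0.0647, and became 6.62 without it. *Ptpn5* (ENSMUSG00000030854, chromosome 7 from 46727541 to 46783690) had 0.1602 ± 0.109 CPM at 8 weeks and 0.504 ± 0.286 CPM at 12 weeks (log2 fold change 1.61, standard error 0.67, edgeR adjusted p = 0.378). For *Synpr* and *Ptpn5*, 3 of 4 samples of 12 weeks lay above every sample of 8 weeks.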

Genes such as *Synpr*, *Neurog2* and *Ptpn5* are involved in synaptic signaling, pointing towards local neural-renal activity. Genes involved in oxidative phosphorylation were not strikingly altered, suggesting a transition from heightened energy demands in the early postnatal period to energy homeostasis and decreased demand for metabolic plasticity. 

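The nuclear genes of oxidative phosphorylation had a median log2 fold change of 0.00 in kidney, from -1.73 to 0.29 over 85 genes. This median lay within the range that random lists of as many genes with like expression gave (-0.01 to 0.04 for the central 95%). The lowest value was that of *Cox8b*, with a standard error of 1.38. Its 8-week replicate 2 held 2.335 CPM, against at most 0.065 in the other samples of that age.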

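In kidney at 12 against 8 weeks, *Cyp4a12a* (ENSMUSG00000066071, chromosome 4 from 115156243 to 115190012) was measured at 88.8 ± 29.7 CPM at 8 weeks and 223 ± 111 CPM at 12 weeks (SD, n = 4; log2 fold change 1.33, standard error 0.35, edgeR adjusted p = 0.215), with 3 of 4 samples above every sample of 8 weeks. *Sult2a3*, *Lipo2*, *Acsbg1* and *Aldh1a3* had log2 fold changes of 1.65 ± 0.63, 1.33 ± 0.45, 1.23 ± 0.38 and 1.51 ± 0.70 (SE), with edgeR adjusted p-values from 0.272 to 0.426. All 4 samples of 12 weeks lay above those of 8 weeks for *Sult2a3* and *Lipo2*. None of these 5 genes passed the adjusted p in any fit that leaves out 1 sample. Without 12-week replicate 1, the log2 fold change of *Aldh1a3* was 0.54. *Cidea* (ENSMUSG00000024526, chromosome 18 from 67476317 to 67501224) was lower on average at 12 weeks, with means of 2.61 CPM at 8 weeks and 1.47 CPM at 12 weeks (log2 fold change -0.74, standard error 1.32, edgeR adjusted p = 0.869). 8-week replicate 2 held 10.3 CPM and the other 3 samples at most 0.0971, and 12-week replicate 1 held 5.29 CPM against at most 0.285. Without 8-week replicate 2 the log2 fold change was 4.35, and without 12-week replicate 1 -3.68. The same libraries held the most *Ucp1*, a gene of brown fat.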

Several genes, including *Sult2a3, Cidea, Lipo2, Acsbg1, Aldh1a3, Cyp4a12a*, orchestrate fat, lipid and steroid metabolism as well as xenobiotic detoxification [12]. 

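In kidney, *Ddit4* (ENSMUSG00000020108, chromosome 10 from 59785491 to 59788492) fell from 57.5 ± 8.65 to 22.5 ± 8.13 CPM (SD, n = 4; log2 fold change -1.36, standard error 0.22, edgeR adjusted p = 0.0469). The adjusted p was 0.167 without 8-week replicate 3, and 2 of the 8 fits that leave out 1 sample called the gene. *Hmox1* (ENSMUSG00000005413, chromosome 8 from 75820241 to 75827217) had 107 ± 28.1 CPM at 8 weeks and 39.7 ± 20.6 CPM at 12 weeks (log2 fold change -1.43, standard error 0.27, edgeR adjusted p = 0.104). Without 12-week replicate 4, which held 70.5 CPM against at most 30.8 in the other 3 samples, its log2 fold change was -1.86 and its edgeR adjusted p 0.00174. *Plk3* and *Noct* had log2 fold changes of -1.41 ± 0.30 and -1.499 ± 0.33 (SE), with edgeR adjusted p-values of 0.121 and 0.141. For these 4 genes, all samples of 12 weeks lay below those of 8 weeks. *Cry1* had a log2 fold change of -0.88 ± 0.41 (edgeR adjusted p = 0.4296), with 3 of 4 samples below. Over the 15 genes of 2 clock lists measured in the 3 tissues, 10 changed in the same direction in heart, kidney and liver, and 0 passed edgeR's adjusted p. The 18 tested genes of a glucocorticoid-induced list, which includes *Ddit4*, had a median log2 fold change of -0.72 in kidney, with 16 lower. This list was lower in the other tissues as well, with medians of -0.54 in heart (15 of 18 lower) and -0.41 in liver (13 of 19 lower). The exact permutation p of its mean was 0.114 in kidney, 0.171 in heart and 0.229 in liver.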

Down-regulation of genes involved in stress responses, e.g. *Hmox1* (Heme Oxygenase 1) and circadian regulators such as *Ddit4, Plk3, Cry1/Noct* implies resolution of acute cellular stress and establishment of a mature, stable renal function (Fig. 3B). Overall, the down-regulated genes mark a shutdown of proliferation and stress responses active in early development, and an entry into tissue maintenance and homeostasis.

### Transition to hepatic lipid metabolism and ketogenesis

GSEA analysis in combination with the top regulated genes suggests a global shift from the fetal and early postnatal stage, where the liver functions primarily as an immune and hematopoietic organ, to lipid metabolism and detoxification (Fig. 3C, **Suppl. Figure 2D, Suppl. Table 6**) [13]. While *Mogat1* (Monoacylglycerol-O-acyltrasnferase-1) and *Acaa1b* (Acetyl-Coenzyme A Acyltransferase 1B) are central for triglyceride synthesis and fatty acid β-oxidation, *Elovl3* (Elongation Of Very Long Chain Fatty Acids 3) and *Fitm1* (Fat Storage-Inducing Transmembrane Protein 1) support elongation of fatty acids and lipid droplet formation, ensuring efficient energy storage and mobilization. 

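In liver, *Acaa1b* (ENSMUSG00000010651, chromosome 9 from 118977091 to 118986161) rose from 363 ± 103 to 1031 ± 238 CPM (SD, n = 4; log2 fold change 1.51, standard error 0.25, edgeR adjusted p = 0.0312), and 3 of the 8 fits that leave out 1 sample called it; its adjusted p was 0.111 without 8-week replicate 2. *Mogat1* (ENSMUSG00000012187, chromosome 1 from 78487628 to 78514810) was at 0.0919 ± 0.0557 CPM at 8 weeks and 0.526 ± 0.289 CPM at 12 weeks (log2 fold change 2.44, standard error 0.60, edgeR adjusted p = 0.105), and *Fitm1* had a log2 fold change of 1.99 ± 0.50 (SE; edgeR adjusted p = 0.109). *Elovl3* (ENSMUSG00000038754, chromosome 19 from 46119917 to 46124133) had 52.7 ± 22.3 CPM at 8 weeks and 144 ± 39.8 CPM at 12 weeks (log2 fold change 1.45, standard error 0.60, edgeR adjusted p = 0.283). Its level varied between animals at the later ages: 84.05 CPM in 12-week replicate 4 against at least 160.0 in the other 3 samples, and 18.4 CPM in 10-week replicate 2 against at least 254. For *Acaa1b*, *Mogat1* and *Elovl3* every sample of 12 weeks lay above those of 8 weeks, and for *Fitm1* 3 did.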

*Car3* (carbonic anhydrase 3) may be required to maintain pH regulation during increased fat processing. 

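*Car3* (ENSMUSG00000027559, chromosome 3 from 14928489 to 14937595) was measured in liver at 1203 ± 273 CPM at 8 weeks and 3170.0 ± 458 CPM at 12 weeks (SD, n = 4), a log2 fold change of 1.398, standard error 0.20, edgeR adjusted p = 0.0207. Every sample of 12 weeks was above those of 8 weeks. With each sample left out, the log2 fold change lay between 1.298 and 1.54, and the adjusted p passed in 4 of the 8 fits, with 0.0837 without 12-week replicate 2.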

*Nat8* (N-acetyltransferase 8) and *Ces2c* (Carboxylesterase 2C) support detoxification of endogenous and exogenous compounds, protecting the liver from toxic insults, while down-regulation of *Fmo2/Fmo3* (Flavin-containing Monooxygenase 2/3), *Gucy2c* (Guanylate Cyclase 2C), *Odad4* (Outer Dynein Arm Assembly Factor 4) and *Apba1* (Amyloid Beta Precursor Protein Binding Family A Member 1) suggests balanced phase I metabolism. 

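In liver at 12 against 8 weeks, *Nat8* (ENSMUSG00000030004, chromosome 6 from 85807364 to 85809664) was at 7.56 ± 3.39 CPM at 8 weeks and 17.96 ± 1.299 CPM at 12 weeks (SD, n = 4; log2 fold change 1.25, standard error 0.25, edgeR adjusted p = 0.0649) and *Ces2c* (ENSMUSG00000061825, chromosome 8 from 105573700 to 105581115) at 8.42 ± 4.93 CPM at 8 weeks and 25.1 ± 6.03 CPM at 12 weeks (log2 fold change 1.58, standard error 0.38, edgeR adjusted p = 0.101), both with all 4 samples above those of 8 weeks. *Nat8* passed without 8-week replicate 3 (edgeR adjusted p = 0.0174). *Fmo2* had a log2 fold change of -1.15 ± 0.59 (SE; edgeR adjusted p = 0.381), and -2.04 without 12-week replicate 4. *Gucy2c* fell by 2.89 on the log2 scale, *Apba1* by 1.93 and *Odad4* by 1.86, with edgeR adjusted p-values of 0.0943, 0.0795 and 0.175. All 4 samples of 12 weeks lay below those of 8 weeks for *Gucy2c* and *Apba1*, 3 for *Fmo2* and 0 for *Odad4*. 8-week replicate 4 held 4.54 CPM of *Gucy2c* against at most 1.12 in the other 3 samples, and without it the log2 fold change was -1.96.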

*Trhde* (Thyrotropin Releasing Hormone Degrading Enzyme), *Mtnr1a* (Melatonin Receptor 1A) and *Dio1* (Iodothyronine Deiodinase 1) mediate neuroendocrine and thyroid hormone regulation, adapting hepatic function to circadian and metabolic needs. 

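*Trhde* (ENSMUSG00000050663, chromosome 10 from 114234726 to 114638537) rose in liver from 0.303 ± 0.0993 to 2.38 ± 1.08 CPM (SD, n = 4; log2 fold change 2.96, standard error 0.56, edgeR adjusted p = 0.0512), and *Dio1* (ENSMUSG00000034785, chromosome 4 from 107148662 to 107164366) from 30.1 ± 10.6 to 87.5 ± 18.96 CPM (log2 fold change 1.54, standard error 0.38, edgeR adjusted p = 0.107). *Mtnr1a*, at under 1 CPM, had a log2 fold change of 1.85 ± 0.65 (SE; edgeR adjusted p = 0.216). For each gene, all 4 samples of 12 weeks were above every sample of 8 weeks. Without single samples the adjusted p of *Trhde* ranged from 0.04998 to 0.161, and it passed in 1 of 8 fits.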

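In liver, *Erbb4* (ENSMUSG00000062209, chromosome 1 from 68071345 to 69147619) was at 2.399 ± 0.961 CPM at 8 weeks and 10.5 ± 1.96 CPM at 12 weeks (SD, n = 4; log2 fold change 2.12, standard error 0.24, edgeR adjusted p = 0.00488). All 4 samples of 12 weeks lay above those of 8 weeks, the log2 fold change stayed between 1.99 and 2.45 with each sample left out, and every one of the 8 fits called it.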

*Erbb4* (Erb-B2 Receptor Tyrosine Kinase 4) and *Ntrk1* (Neurotrophic Tyrosine Kinase Receptor Type 1) are growth factor receptors supporting cell survival and anti-inflammatory/reparative signaling. *Gadd45a* (Growth Arrest and DNA-damage-inducible 45 alpha) and *Sgk2* (Serum/Glucocorticoid Regulated Kinase 2) integrate stress and cell cycle responses, supporting genomic stability and environmental adaptation. 

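*Gadd45a* (ENSMUSG00000036390, chromosome 6 from 67012070 to 67014441) had 0.954 ± 0.257 CPM at 8 weeks and 4.12 ± 2.69 CPM at 12 weeks in liver (SD, n = 4; log2 fold change 2.101, standard error 0.43, edgeR adjusted p = 0.0649), with all 4 samples of 12 weeks above. Its adjusted p was 0.0219 without 12-week replicate 4 and 0.183 without 8-week replicate 2. *Sgk2* (ENSMUSG00000017868, chromosome 2 from 162829250 to 162856060) had 24.9 ± 9.29 CPM at 8 weeks and 68.2 ± 28.1 CPM at 12 weeks (log2 fold change 1.45, standard error 0.44, edgeR adjusted p = 0.167), with 3 of 4 samples above.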

While the down-regulated genes reveal decreased requirements for rapid growth and remodeling, gene expression is increased to support robust metabolization of nutrients and readiness for detoxification. 

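In heart and kidney, the set of fatty acid, triacylglycerol and ketone body metabolism was scored in the same way as in liver. Its NES was 1.52 in heart (fgsea adjusted p = 0.302), where 46 of 81 ranked members were higher at 12 weeks, and -1.76 in kidney (fgsea adjusted p = 0.00690), where 53 of 83 were lower. In heart the adjusted p stayed between 0.161 and 0.870 over all settings. In kidney it ranged from 0.000109 to 0.700, and the set passed in 10 of 16 of them, with 0.286 without 8-week replicate 2, 0.150 without 8-week replicate 4 and 0.243 without 12-week replicate 3. Respiratory electron transport, lower in heart, scored 2.39 in liver (fgsea adjusted p = 6.4e-08), with 64 of 73 ranked members higher, a median log2 fold change of 0.11, and an adjusted p of 0.400 under fry. A difference between tissues in these sets was not tested. A list of 45 genes of fatty acid oxidation and ketone formation, 11 of them named in the paper, had 41 higher at 12 weeks in liver, with a median log2 fold change of 0.36. In heart 23 of the 38 tested were higher (median 0.07) and in kidney 13 of 45 (median -0.12). The 34 genes of the list that are not named in the paper had a median of 0.36 in liver, with 30 higher.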

Comparing the GSEA gene list contributing to respiratory chain and oxidative phosphorylation with the GSEA list of genes responsible for fatty acid metabolism in 12-week-old mice underlines the organ-specific changes: while down-regulation of oxidative phosphorylation characterizes the heart, upregulation of fatty acid metabolism is unique to the transcriptional changes occurring in the liver (**Suppl. Figure 3**). Murine liver development has been extensively profiled by bulk and single-cell RNA sequencing, focusing on embryonal stages E12.5 to postnatal day 60 [14,15, Xu, 2022 #5519]. Our findings extend the time window from 8 to 12 weeks, demonstrating that the liver continues to shift to a metabolically active organ, centered on lipid handling and detoxification.

### Increased intestinal fatty acid metabolism

We next examined whether the transcriptional changes correspond to changes in murine metabolism between age 8 and 12 weeks. PCA of samples obtained from three different sites, intestine, plasma and urine, revealed age-dependent shifts (**Suppl. Figure 4**).

The intestinal samples showed a broad increase in neutral lipid intermediates, suggesting increased glycerolipid metabolism and re-esterification of fatty acids (Fig. 4A). The concurrent elevation of glycocholate sulfate and choline phosphate suggests additional perturbation of bile-acid handling and phospholipid metabolism, implicating altered lipid processing and possibly host–microbiota interactions in lipid homeostasis. The age-dependent increase in glycerolipid metabolites in the intestinal lumen from week 8 to week 12 in mice is likely driven by maturation of intestinal lipid handling and microbiota–host interactions. From weaning through early adulthood, the small intestine and cecum undergo functional maturation in lipid absorption, chylomicron assembly, and fatty-acid transporter expression [16]. As mice age from 8 to 12 weeks, improved uptake and processing of dietary triacylglycerols can lead to higher delivery of partially hydrolyzed glycerolipids into the intestinal lumen, explaining the observed age-dependent rise in these intermediates. Bile-acid composition and secretion mature post-weaning, increasing the detergent capacity for fat emulsification and hydrolysis by lipases [17]. This can enhance generation of monoacylglycerols and diacylglycerols from dietary triglycerides, which then appear proportionally higher in intestinal contents. Thus, the age-dependent increase in glycerolipid intermediates in the intestinal luminal content from weeks 8 to 12 likely reflects ongoing maturation of lipid absorption, bile-acid-mediated fat emulsification, and microbiota–host interactions.

### Alterations in plasma metabolites mirror intestinal fatty acid metabolism

The upregulation of the metabolites in murine plasma from 8 to 12 weeks corresponds to the age-dependent intestinal changes in lipid metabolism, with a shift toward omega-3-/polyunsaturated fatty acid (PUFA)-rich glycerolipids and sphingomyelins, changes in short-chain fatty-acid and amino-acid–related metabolites as well as altered endocannabinoid-related glycerolipid signaling (Fig. 4B).

The rise in dihomo-linolenoyl-choline and arachidonoylcholine indicates increased incorporation of PUFAs into choline-containing phospholipids, indicating age-related remodeling of membrane and lipoprotein lipids. The increase in butyrate and isobutyrate suggests enhanced microbial production of short-chain fatty acids (SCFAs) and their subsequent entry into the systemic circulation, consistent with age-dependent maturation of the gut microbiota and colonic fermentation capacity. These changes were concordant with the targeted SCFA analysis (**Suppl. Figure 5**).

The increase in N,N-dimethyl-pro-pro and 2-methylbutyryl-carnitine (C5) hints at altered branched-chain amino-acid (BCAA) metabolism and mitochondrial β-oxidation, often seen during growth and increasing energy demand [18]. Ergothioneine and S-methylcysteine sulfoxide are sulfur-containing compounds with antioxidant and cytoprotective functions [19, 20]. Their upregulation may reflect increasing systemic demand for redox buffering as mice grow and encounter greater oxidative and inflammatory stimuli. Collectively, these alterations suggest an age-dependent maturation of lipid and choline metabolism, with enhanced microbial fermentation and membrane-lipid remodeling.

### Liver-Derived Ketogenesis Enhances Metabolic Efficiency

Increased expression of liver genes involved in fatty acid metabolism, phospholipid remodeling, ketogenesis, and sphingolipid biosynthesis are likely responsible for the increase of corresponding plasma metabolites [21, 22]. *Acsl1* (Acyl-CoA Synthetase Long-chain 1) activates long-chain fatty acids for both β-oxidation and lipid synthesis, increasing phospholipid, choline and sphingomyelin metabolites, while the Acyl-CoA thioesterases (*Acot2*, *Acot8*, *Acot12*) increase acylglycerols and lipid intermediates (**Suppl. Table 2**).

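In liver, *Acsl1* (ENSMUSG00000018796, chromosome 8 from 46924063 to 46990145) rose from 616 ± 18.9 to 912 ± 131 CPM (SD, n = 4; log2 fold change 0.57, standard error 0.14, edgeR adjusted p = 0.108). *Acot8* and *Acot12* had log2 fold changes of 0.39 ± 0.12 and 0.35 ± 0.10 (SE; edgeR adjusted p = 0.163 and 0.158). For these 3 genes, all 4 samples of 12 weeks lay above those of 8 weeks. *Acot2* (ENSMUSG00000021226, chromosome 12 from 84034428 to 84040647) had 2.81 ± 1.002 CPM at 8 weeks and 4.91 ± 2.01 CPM at 12 weeks (log2 fold change 0.80, standard error 0.30, edgeR adjusted p = 0.239), with 1 of 4 samples above every sample of 8 weeks. That sample, 12-week replicate 1, held 7.92 CPM against at most 4.02 in the other 3, and the log2 fold change without it was 0.47.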

Of note is the increased mitochondrial production of ketone bodies (3-hydroxybutyroylglycine, 2S,3R-dihydroxybutyrate) and short- and medium chain fatty acids (butyrate/isobutyrate (4:0), 2-methylbutyrylcarnitine (C5), cis-4-decenoate (10:1n6)), likely linked to increased expression of *Acadm* (acyl-CoA Dehydrogenase, medium chain) and *Hadha/Hadhnb* (Hydroxyacyl-CoA Dehydrogenase subunits) (**Suppl. Figure 6**). 

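The liver levels of *Acadm* (ENSMUSG00000062908, chromosome 3 from 153627989 to 153650317) were 307 ± 34.7 CPM at 8 weeks and 382 ± 28.04 CPM at 12 weeks (SD, n = 4; log2 fold change 0.32, standard error 0.11, edgeR adjusted p = 0.219). *Hadha* (ENSMUSG00000025745, chromosome 5 from 30323302 to 30360187) and *Hadhb* (ENSMUSG00000059447, chromosome 5 from 30359204 to 30389997) had log2 fold changes of 0.26 ± 0.10 and 0.25 ± 0.11 (SE; edgeR adjusted p = 0.264 and 0.323). In each of them the 4 samples of 12 weeks lay above the 4 of 8 weeks, by less than 1 on the log2 scale, and no fit that leaves out 1 sample passed the adjusted p.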

Ketone body production is supported by peroxisomal breakdown of fatty acids, involving *Ehhadh* (enoyl-CoA hydratase/3-hydroxyacyl-CoA dehydrogenase) and *Acaa1a/Acaa2* activity (acetyl-CoA acyltransferases) [23] (**Suppl. Figure 6**). Together these two pathways drive the conversion of fatty acids to ketone bodies and their derivatives in the liver, resulting in increased delivery of these alternative energy substrates to blood and peripheral tissues, including the heart [24]. 

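*Ehhadh* (ENSMUSG00000022853, chromosome 16 from 21580036 to 21606563) passed the adjusted p in liver, with 218 ± 10.1 CPM at 8 weeks and 299 ± 11.8 CPM at 12 weeks (SD, n = 4; log2 fold change 0.46, standard error 0.08, edgeR adjusted p = 0.0312). The adjusted p was 0.109 without 12-week replicate 2, and 1 of the 8 fits that leave out a sample passed. *Acaa1a* and *Acaa2* had log2 fold changes of 0.36 ± 0.10 and 0.24 ± 0.08 (SE), with edgeR adjusted p-values of 0.155 and 0.222. All 3 genes had the 4 samples of 12 weeks above those of 8 weeks. *Acaa2*, at 854 CPM at 12 weeks, was the most abundant of them, and its 8-week replicate 3 stood at 774 CPM against at most 709 in the other samples of that age.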

Per molecule of oxygen consume, the ATP yield is higher for ketone body oxidation than for fatty acid oxidation. Thus, less oxidative capacity is required to generate the same ATP production and cardiac output, providing a possible explanation for decreased gene expression associated with mitogenesis and oxidative phosphorylation. The liver typically increases ketone production during states of low insulin or high glucagon concentrations, which are caused by fasting, prolonged exercise, low-carbohydrate diets and starvation [22]. In late adolescent mice, increased ketogenesis may result from a combination of enhanced lipolysis due to hormonal shifts and elevated growth hormone causing transient insulin resistance [25].

### Renal maturation in response to systemic metabolic reprogramming during early adulthood

The upregulation of the urinary metabolites in mice from 8 to 12 weeks of age points to two primary developmental processes: increased fatty acid oxidation (FAO) flux and ongoing maturation of metabolic turnover in the liver and kidney (Fig. 4C). The elevation of various acylglycines strongly indicates increased flux through mitochondrial β-oxidation. These acylglycines are formed when surplus acyl-CoA intermediates are conjugated with glycine for excretion, a hallmark of shifting energy substrate reliance during early adulthood [26]. The increase in malate, succinate, fumarate, and α-ketoglutarate suggests enhanced mitochondrial respiration and anaplerotic activity, likely reflecting the higher metabolic demands and energy turnover typical of this active growth phase. The presence of cadaverine and N-acetyl-cadaverine in the urine is frequently linked to gut-microbial decarboxylation of lysine and subsequent host-mediated processing [27]. Their rise suggests progressive expansion and/or shift in the gut microbiota, leading to increased systemic availability of these amines as the mouse matures.

Collectively, the metabolic changes point to a coherent developmental transition during late mouse adolescence/early adulthood with the gut exerting a robust increase in hydrolysis of triglycerides. These products appear to be absorbed and reprocessed into circulating PUFA-rich lipids and sphingomyelins, which are reflected in the plasma as maturing lipoprotein and membrane components. The urinary excretion of TCA cycle intermediates and acylglycines is a clear hallmark of increased mitochondrial energy turnover and fatty acid β-oxidation, consistent with the heightened metabolic demands of a growing mouse.

### Changes in the gut microbiome drive metabolic shifts during adolescence

The comparison between the microbiome of the small intestine and the cecum displayed compartmentspecific microbiome shifts with some shared age-related signals between the small intestine and cecum (Fig. 5, **Suppl. Figure 7**).

The small intestine showed a broad set of changes, with several taxa shifting clearly at 12 weeks relative to 8 weeks of age. Prominent increases appeared for taxa such as *Pseudomonas*, *Streptococcus*, *Flavonifractor*, *Candidatus saccharimonas*, *Parvibacter*, and *Mucispirillum*. A few taxa showed decreases or weak/near-null effects, including *Agathobacter* and some lower abundant groups.

The cecum showed a somewhat more conserved but still clearly shifted pattern that was not identical to the small-intestinal pattern, indicating that the small intestine and cecum were not simply mirroring each other. At 10 and 12 weeks, taxa such as *Agathobacter*, *Sphingomonas*, *Hafnia-Obesumbacterium*, *Megasphaera*, *Bifidobacterium*, *Bosea*, and *Blautia* were generally shifted upward relative to 8 weeks, while *Psychrobacter* and *Methylobacterium-Methylorubrum* trended downward. *Bifidobacterium* can generate lactate and cross-feed *Megasphaera* to promote butyrate formation [28], while *Agathobacter* and *Blautia* are commonly linked to carbohydrate fermentation and butyrate-related ecology [29]. The increase in *Sphingomonas*, *Hafnia-Obesumbacterium*, and *Bosea* likely reflect broader ecological remodeling rather than enrichment of canonical gut commensals, since *Sphingomonas* and *Bosea* are predominantly environmental taxa, whereas *Hafnia* species can occur in the intestinal flora but are not established as core beneficial microbes [30].

The small intestine showed more proximal, potentially exposure-sensitive taxa, whereas the cecum revealed a different set of taxa that may reflect more stable fermentation-associated communities, consistent with increased fermentation output and altered bile-acid metabolism as well as PUFA-containing glycerolipids (Fiugre 6). In particular, *Clostridia* and *Lachnospiraceae* (like *Blautia*) are producers of short-chain fatty acids (SCFAs) through the fermentation of dietary fibers, contributing to the increase in butyrate (HMDB0000039) (logFC = 0.746) [31]. The lipid-signaling molecules endocannabinoids 2-arachidonoylglycerol (logFC = 0.702) and 2-docosahexaenoylglycerol were also increased (logFC = 1.041), suggesting that the gut microbiota is actively modulating endocannabinoid homeostasis, which in turn influences inflammation and energy homeostasis [32, 33].

Collectively, these changes suggest that the gut microbiome at the 12-week timepoint becomes metabolically more active regarding fiber fermentation compared to the 8-week baseline. The systemic rise in butyrate is a positive indicator for gut epithelial health and barrier integrity as well as enhancing the metabolic pool of beneficial fatty acids in the blood.

### Conclusion

Comprehensive multi-omics analysis demonstrates that male C57BL/6 mice between 8 and 12 weeks of age undergo pronounced, organ-specific transcriptional and metabolic maturation. During this period, the heart transitions to a maintenance phenotype characterized by reduced oxidative phosphorylation and enhanced structural and contractile development. The kidney develops immune-active features and refines its transport and homeostatic functions. Concurrently, the liver becomes central to lipid metabolism, detoxification, and ketogenesis, as indicated by upregulation of fatty-acid metabolic pathways and ketone body formation, with a decline in extracellular matrix-related growth signatures. Metabolomic profiling of intestinal, plasma, and urinary samples further supports increased fatty-acid processing, elevated production of microbiome-derived short-chain fatty acids, and enhanced hepatic ketogenesis. Collectively, these findings highlight that the interval from 8 to 12 weeks marks an ongoing phase of coordinated developmental remodeling across major organs and systemic metabolism, reflecting the physiological transition from late adolescence to early adulthood in mice.

## Material and methods

### Animals experiments

All animal experiments were approved by the local authorities (Regierungspräsidium Freiburg, 35-9185.81/G-22/015) and were conducted in accordance with German animal welfare regulations. Six-week-old healthy male C57BL/6NCrl mice were purchased from Charles River Laboratories and randomly assigned to three groups based on age at sacrifice: an 8-week group (n = 6), a 10-week group (n = 5), and a 12-week group (n = 6). Mice were housed at 2–3 animals per cage to reduce the effects of coprophagy on gut microbiota composition. Animals were maintained under standard housing conditions with a 12-hour light/dark cycle and had ad libitum access to food and water. Environmental enrichment (paper nesting material) was provided. Body weight, food intake, and water consumption were measured twice weekly. Mice were fed a standard rodent chow diet (ssniff Spezialdiäten GmbH, Germany).

### Sample collection

Urine and feces were collected prior to anesthesia. Mice were then anesthetized via intraperitoneal injection of ketamine/xylazine (120 and 8 μg/g body weight, respectively), Blood samples were collected via retro-orbital sinus bleeding. Plasma was obtained by centrifugation at 2,500 × g for 10 min at 4°C. Subsequently, mice were euthanized by cervical dislocation. Kidney, liver, and heart tissues, as well as small intestinal and cecal contents, were collected. Intestinal contents were obtained by gently extruding the intestine with sterile forceps. All samples were immediately flash-frozen in liquid nitrogen and stored at − 80°C until further processing.

### Transcriptomic data preprocessing and analysis

Mouse kidney, liver, and heart tissues collected from mice at 8, 10, or 12 weeks of age were homogenized on ice in lysis buffer (RLT buffer) from the RNeasy Mini Kit (Qiagen, Hilden, Germany; Cat. No. 74104) using an IKA^®^ T10 basic homogenizer at maximum speed for 30 s. Total RNA was then extracted according to the manufacturer’s instructions. RNA quality and integrity were assessed using a NanoDrop^™^ spectrophotometer and the Agilent 2100 Bioanalyzer system. High-quality RNA samples were sent to Novogene Bioinformatics Technology Co., Ltd. for library preparation and sequencing. Library construction was performed according to standard protocols, and sequencing was carried out on an Illumina NovaSeq platform to generate approximately 30 million paired-end reads (2 × 150 bp) per sample.

Transcriptomic data were generated from heart, kidney, and liver, with 12 samples per tissue, comprising four biological replicates from each age group: 8, 10, and 12 weeks. Read quality was assessed using *FastQC* v0.11.9 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Raw reads were processed with *cutadapt* v4.2 [34] to remove adapters, poly-G artifacts, and low-quality bases. Reads were discarded if they contained more than two expected errors, more than 30% ambiguous bases, or were shorter than 20 nucleotides after trimming. Processed reads were aligned to the mouse reference genome GRCm39 from *Ensembl* v113 [Yates *et al.*, 2026] using *STAR* v2.7.11b [35], and gene-level counts were generated with --*quantMode GeneCounts*.Downstream analyses were performed in R separately for each tissue. Genes were retained if, in at least one age group, they had non-zero raw counts in at least two samples and an average raw count of at least 10. Principal component analysis was performed using centered log2CPM-transformed expression values. Differential gene expression analysis was conducted using *edgeR* v4.8.2 [36] and *limma* v3.66.0 [37]. Library sizes were normalized using the trimmed mean of M-values method implemented in *edgeR::calcNormFactors*. Age was modeled using the design ~ *0 + age*. Genes with adjusted *p*-value < 0.05 were considered differentially expressed. For gene set enrichment analysis, mouse gene sets were obtained directly from MSigDB using the R package *msigdbr* v26.1.0 (https://igordot.github.io/msigdbr/). For each tissue and contrast, genes were ranked by moderated t-statistic, and enrichment analysis was performed using the GSEA function with the fgsea method in *clusterProfiler* v4.18.4 [38]. Gene sets with adjusted *p*-value < 0.05 were considered significantly enriched. For pathway visualization, KEGG oxidative phosphorylation genes were matched to differential expression results for each tissue and contrast. Entrez identifiers were converted to mouse KEGG format to generate KEGG Mapper input files [39].

### Untargeted global metabolites analysis

Urine, plasma, and cecal content samples collected from mice at 8, 10, or 12 weeks of age were submitted to Metabolon Inc. (Morrisville, NC, USA) for untargeted global metabolomic profiling. Samples were prepared using the automated MicroLab STAR^®^ system (Hamilton Company). Recovery standards were added prior to the first extraction step for quality control. Proteins were precipitated with methanol under vigorous shaking for 2 min using a GenoGrinder 2000, followed by centrifugation to remove proteins, dissociate small molecules bound to protein, and recover chemically diverse metabolites. The resulting extract was divided into five fractions: two for analysis by RP/UPLC-MS/MS with positive ion mode ESI, one for RP/UPLC-MS/MS with negative ion mode ESI, one for HILIC/UPLC-MS/MS with negative ion mode ESI, and one reserved as backup. Samples were briefly placed on a TurboVap^®^ to remove organic solvent and stored overnight under nitrogen before analysis.

Quality control procedures included pooled matrix samples (used as technical replicates across the dataset), process blanks (extracted water), and a cocktail of non-interfering QC standards spiked into each sample to monitor instrument performance and support chromatographic alignment. Instrument variability was assessed as the median relative standard deviation (RSD) of QC standards added prior to injection into the mass spectrometer. Overall process variability was determined as the median RSD of endogenous metabolites consistently detected in pooled matrix samples. Experimental samples were randomized across the analytical run, with QC samples interspersed at regular intervals. Metabolomic profiling was performed using a Waters ACQUITY ultra-performance liquid chromatography system coupled to a Thermo Scientific Q-Exactive high-resolution accurate mass spectrometer equipped with a heated electrospray ionization source and Orbitrap mass analyzer operated at a resolution of 35,000. Dried extracts were reconstituted in method-specific solvents containing standards at fixed concentrations to ensure consistent injection and chromatography. Four complementary LC-MS/MS methods were applied, including two acidic positive ion methods optimized for hydrophilic and hydrophobic compounds, a basic negative ion method using a dedicated C18 column, and a negative ion HILIC method. Mass spectra were collected over 70–1000 m/z with alternating MS and data-dependent MS/MS scans using dynamic exclusion. Raw data were processed with the standard metabolomic workflow.

For each sample type, 12 samples were analyzed, comprising four biological replicates per age group. Data preprocessing followed Metabolon’s sample-type-specific normalization recommendations. Unnormalized peak area data, reported as total ion counts, were used as input. Raw values were median-scaled, and missing values were imputed separately for each metabolite using the minimum observed value for that metabolite. Sample-type-specific normalization was then applied: cecal metabolites were normalized to total cecal content, plasma metabolites to extracted plasma volume, and urine metabolites to targeted creatinine abundance. Normalized intensities were log-transformed and used for downstream analyses.

Principal component analysis was performed separately for cecal content, plasma, and urine using log-transformed normalized metabolite intensity matrices. Differential metabolite abundance analysis was performed in R using *limma* v3.66.0 [40] separately for each sample type. Age group was modeled using the design *~ 0 + age*. Metabolites with raw *p*-value < 0.05 were considered differentially abundant.

### Short chain fatty acid (SCFA) analysis

Cecal content samples collected from mice at 8, 10, or 12 weeks of age were analyzed for short-chain fatty acids (SCFAs). Samples were submitted to Metabolon Inc. (Morrisville, NC, USA) for targeted SCFA quantification. SCFAs, including acetic acid (C2), propionic acid (C3), isobutyric acid (C4), butyric acid (C4), 2-methylbutyric acid (C5), isovaleric acid (C5), valeric acid (C5), and caproic acid (hexanoic acid, C6), were quantified using liquid chromatography–tandem mass spectrometry (LC–MS/MS) on an Agilent 1290 UHPLC system coupled to a SCIEX QTRAP 5500 mass spectrometer. Plasma and cecal content samples were spiked with stable isotope-labeled internal standards, homogenized, and subjected to protein precipitation using an organic solvent. After centrifugation, the supernatant was collected and derivatized. The derivatized samples were diluted and injected into an Agilent 1290 UHPLC/AB Sciex QTrap 5500 LC-MS/MS system equipped with a C18 reversed-phase column. The mass spectrometer was operated in negative electrospray ionization (ESI) mode. Peak areas of analyte-specific product ions were quantified relative to corresponding internal standards. Quantification was performed using weighted linear least-squares regression based on calibration standards prepared prior to each analytical run. Raw LC-MS/MS data were acquired using Analyst software version 1.6.2 (AB SCIEX) and processed using SCIEX OS-MQ software version 1.7. Data reduction was performed using Microsoft Excel for Office 365 (v16).

### 16S rRNA microbiome data preprocessing and analysis

Small intestinal contents, cecal contents, and feces were collected from mice at 8, 10, or 12 weeks of age and analyzed using 16S rRNA gene sequencing.

Briefly, Bacterial genomic DNA was extracted from approximately 100 mg of each sample using the TIANamp Stool DNA Kit (TIANGEN, Beijing, China; Cat. No. DP328-02) according to the manufacturer’s instructions. The V4 region of the bacterial 16S rRNA gene was amplified by PCR using the universal primer pair 515F–806R (forward: 5′-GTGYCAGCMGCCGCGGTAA-3′; reverse: 5′-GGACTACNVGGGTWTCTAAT-3′) [41]. PCR products of the expected size were verified and purified using 2% agarose gel electrophoresis. Purified amplicons from each sample were quantified, and equal amounts were pooled. The pooled DNA was subjected to end repair, A-tailing, and ligation with Illumina sequencing adapters to construct sequencing libraries. The libraries were sequenced on an Illumina platform using a 250 bp paired-end strategy (Illumina PE250), with an average sequencing depth of approximately 100,000 raw reads per sample. DNA extraction, library preparation, and sequencing were performed by Novogene (Novogene Bioinformatics Technology Co., Ltd., which provided an OTU (Operational Taxonomic Unit) count table as a feature-by-sample matrix with taxonomic annotations in the final column. Taxonomic annotations were extracted and mapped to the corresponding OTUs. Microbiome profiles were generated from cecal contents, fecal samples, and small intestinal contents, with 17 samples per site, including six 8-week-old, five 10-week-old, and six 12-week-old mice. Preprocessing and downstream analyses were performed in R using the *mia* package v1.19.2 (https://microbiome.github.io/mia/), based on the *TreeSummarizedExperiment* framework [42]. Relative abundances were calculated for quality control and exploratory assessment of library sizes, count and abundance distributions, and feature density across samples. Low-information features were removed by excluding OTUs with missing genus-level annotations, zero variance across samples, or low prevalence. OTUs annotated as Mitochondria were also excluded, as these sequences are likely derived from host or dietary sources rather than microbial taxa of interest. For prevalence filtering, OTUs were considered detected at ≥ 1 count and retained if present in at least 10% of samples. Relative abundances were recalculated after filtering. Community composition was assessed using filtered relative abundances. The most abundant microbes were identified separately for cecum, feces, and small intestine samples; their union was retained for visualization, while remaining taxa were grouped as “Other”. Alpha diversity was calculated at the OTU level using *addAlpha* in *mia* v1.19.2 (https://microbiome.github.io/mia/) on raw counts with a detection threshold of 1. Observed richness, Berger-Parker dominance, and Shannon diversity were used to quantify taxon richness, dominance, and evenness, respectively, and visualized as boxplots across age groups and sampling sites. Differential abundance analysis was performed at the genus level separately for each anatomical site using *maaslin3* v1.2.0 [43]. Genus-level abundance was modeled as a function of age group. The *maaslin3* workflow converted counts to relative abundances, replaced zeros with half of the smallest non-zero relative abundance per taxon, applied log2 transformation, and performed linear modeling to identify taxa associated with age-dependent microbiome changes.

## Supplementary Material

This is a list of supplementary files associated with this preprint. Click to download.

- Suppl.Table1GSEAheartage12wage8w.xlsx
- Suppl.Table2GSEAkidneyage12wage8w.xlsx
- Suppl.Table3GSEAliverage12wage8w.xlsx
- Suppl.Table4DGEheartage12wage8w.xlsx
- Suppl.Table5DGEkidneyage12wage8w.xlsx
- Suppl.Table6DGEliverage12wage8w.xlsx
- SupplementalInformation.pdf

## Figures and Tables

**Figure 1:**
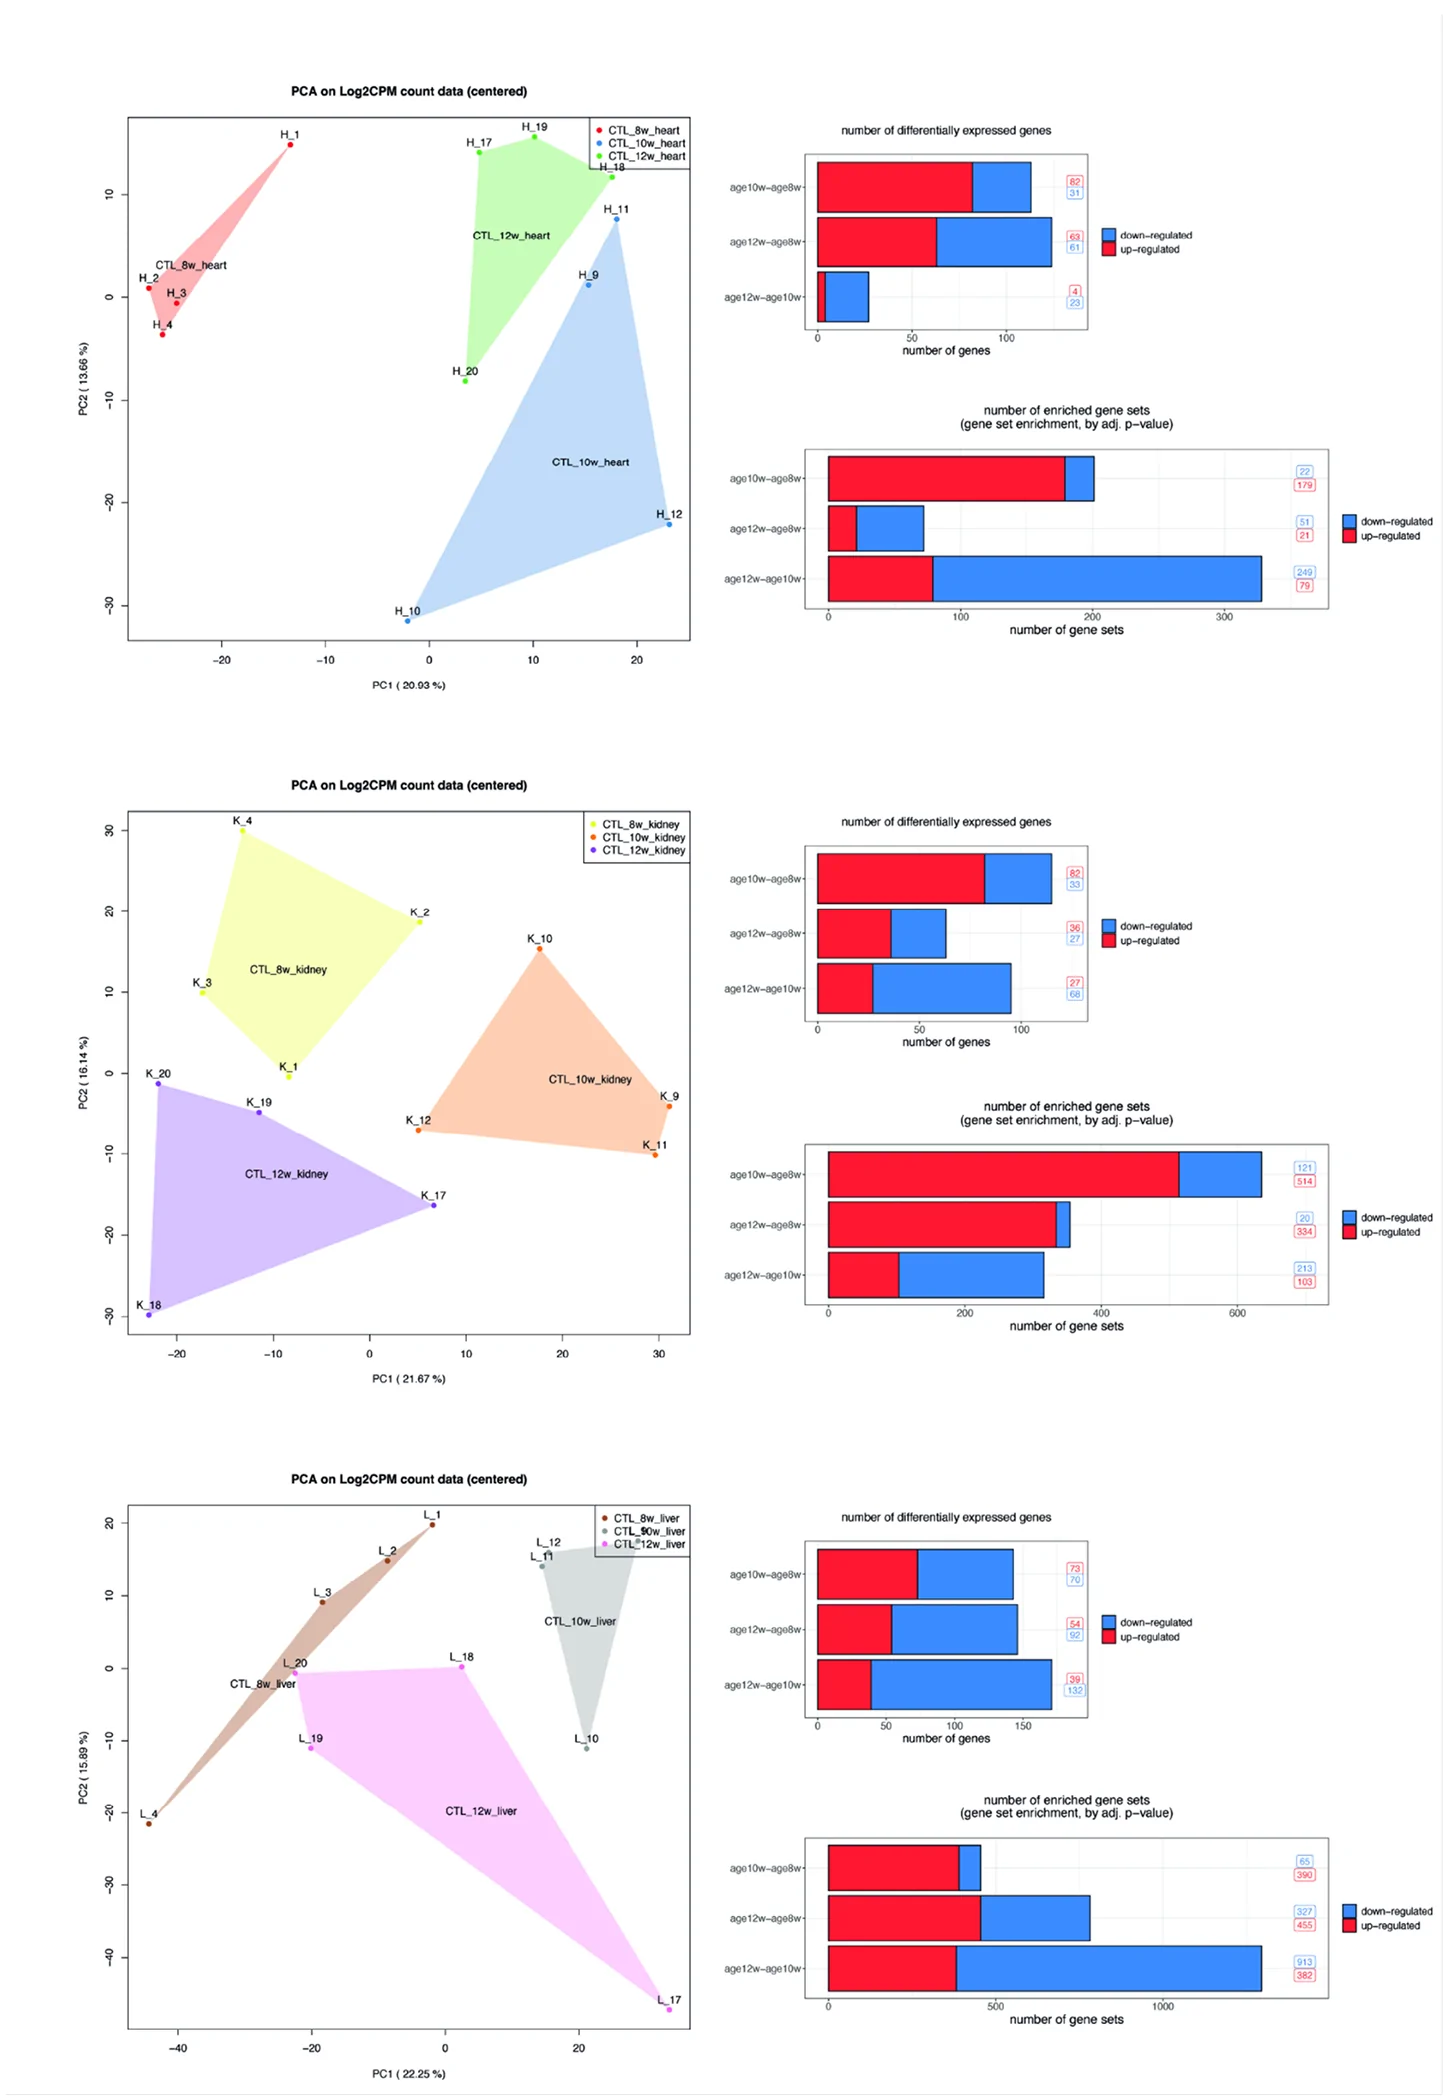
Global transcriptional reorganization during late adolescence. Principal component analysis (PCA) demonstrates distinct temporal separation of transcriptional profiles across the heart, kidney, and liver between 8 and 12 weeks of age. Differential expression analysis between these time points reveals significant gene regulation: heart (63/124 genes; 49% up-regulated), kidney (36/63; 43% up-regulated), and liver (54/146; 63% up-regulated).

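The same model was used for the steps between neighbouring ages. From 8 to 10 weeks, 46 genes were up- and 8 down-regulated in heart, 19 and 6 in kidney, and 2 and 0 in liver. From 10 to 12 weeks, the heart had 0 up- and 3 down-regulated genes, the kidney 1 and 9, and the liver 1 and 3. At an unadjusted p under 0.05, 2386 genes differed between 8 and 10 weeks in heart and 1776 between 10 and 12 weeks. For the 2 counts of 0 from edgeR, limma-voom also called 0 genes. DESeq2 called 0 up-regulated genes in heart from 10 to 12 weeks and 45 down-regulated genes in liver from 8 to 10 weeks, a comparison in which 2100 genes had an unadjusted p under 0.05. Some of these counts rested on a single sample. In heart, 109 genes were called between 8 and 10 weeks without 10-week replicate 2, and 13 without 10-week replicate 4. In kidney, 56 genes were called between 10 and 12 weeks without 10-week replicate 4, against 0 without 10-week replicate 2, 10-week replicate 3 or 12-week replicate 2. In liver, leaving out 10-week replicate 2 raised the count between 8 and 10 weeks to 34.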

**Figure 2:**
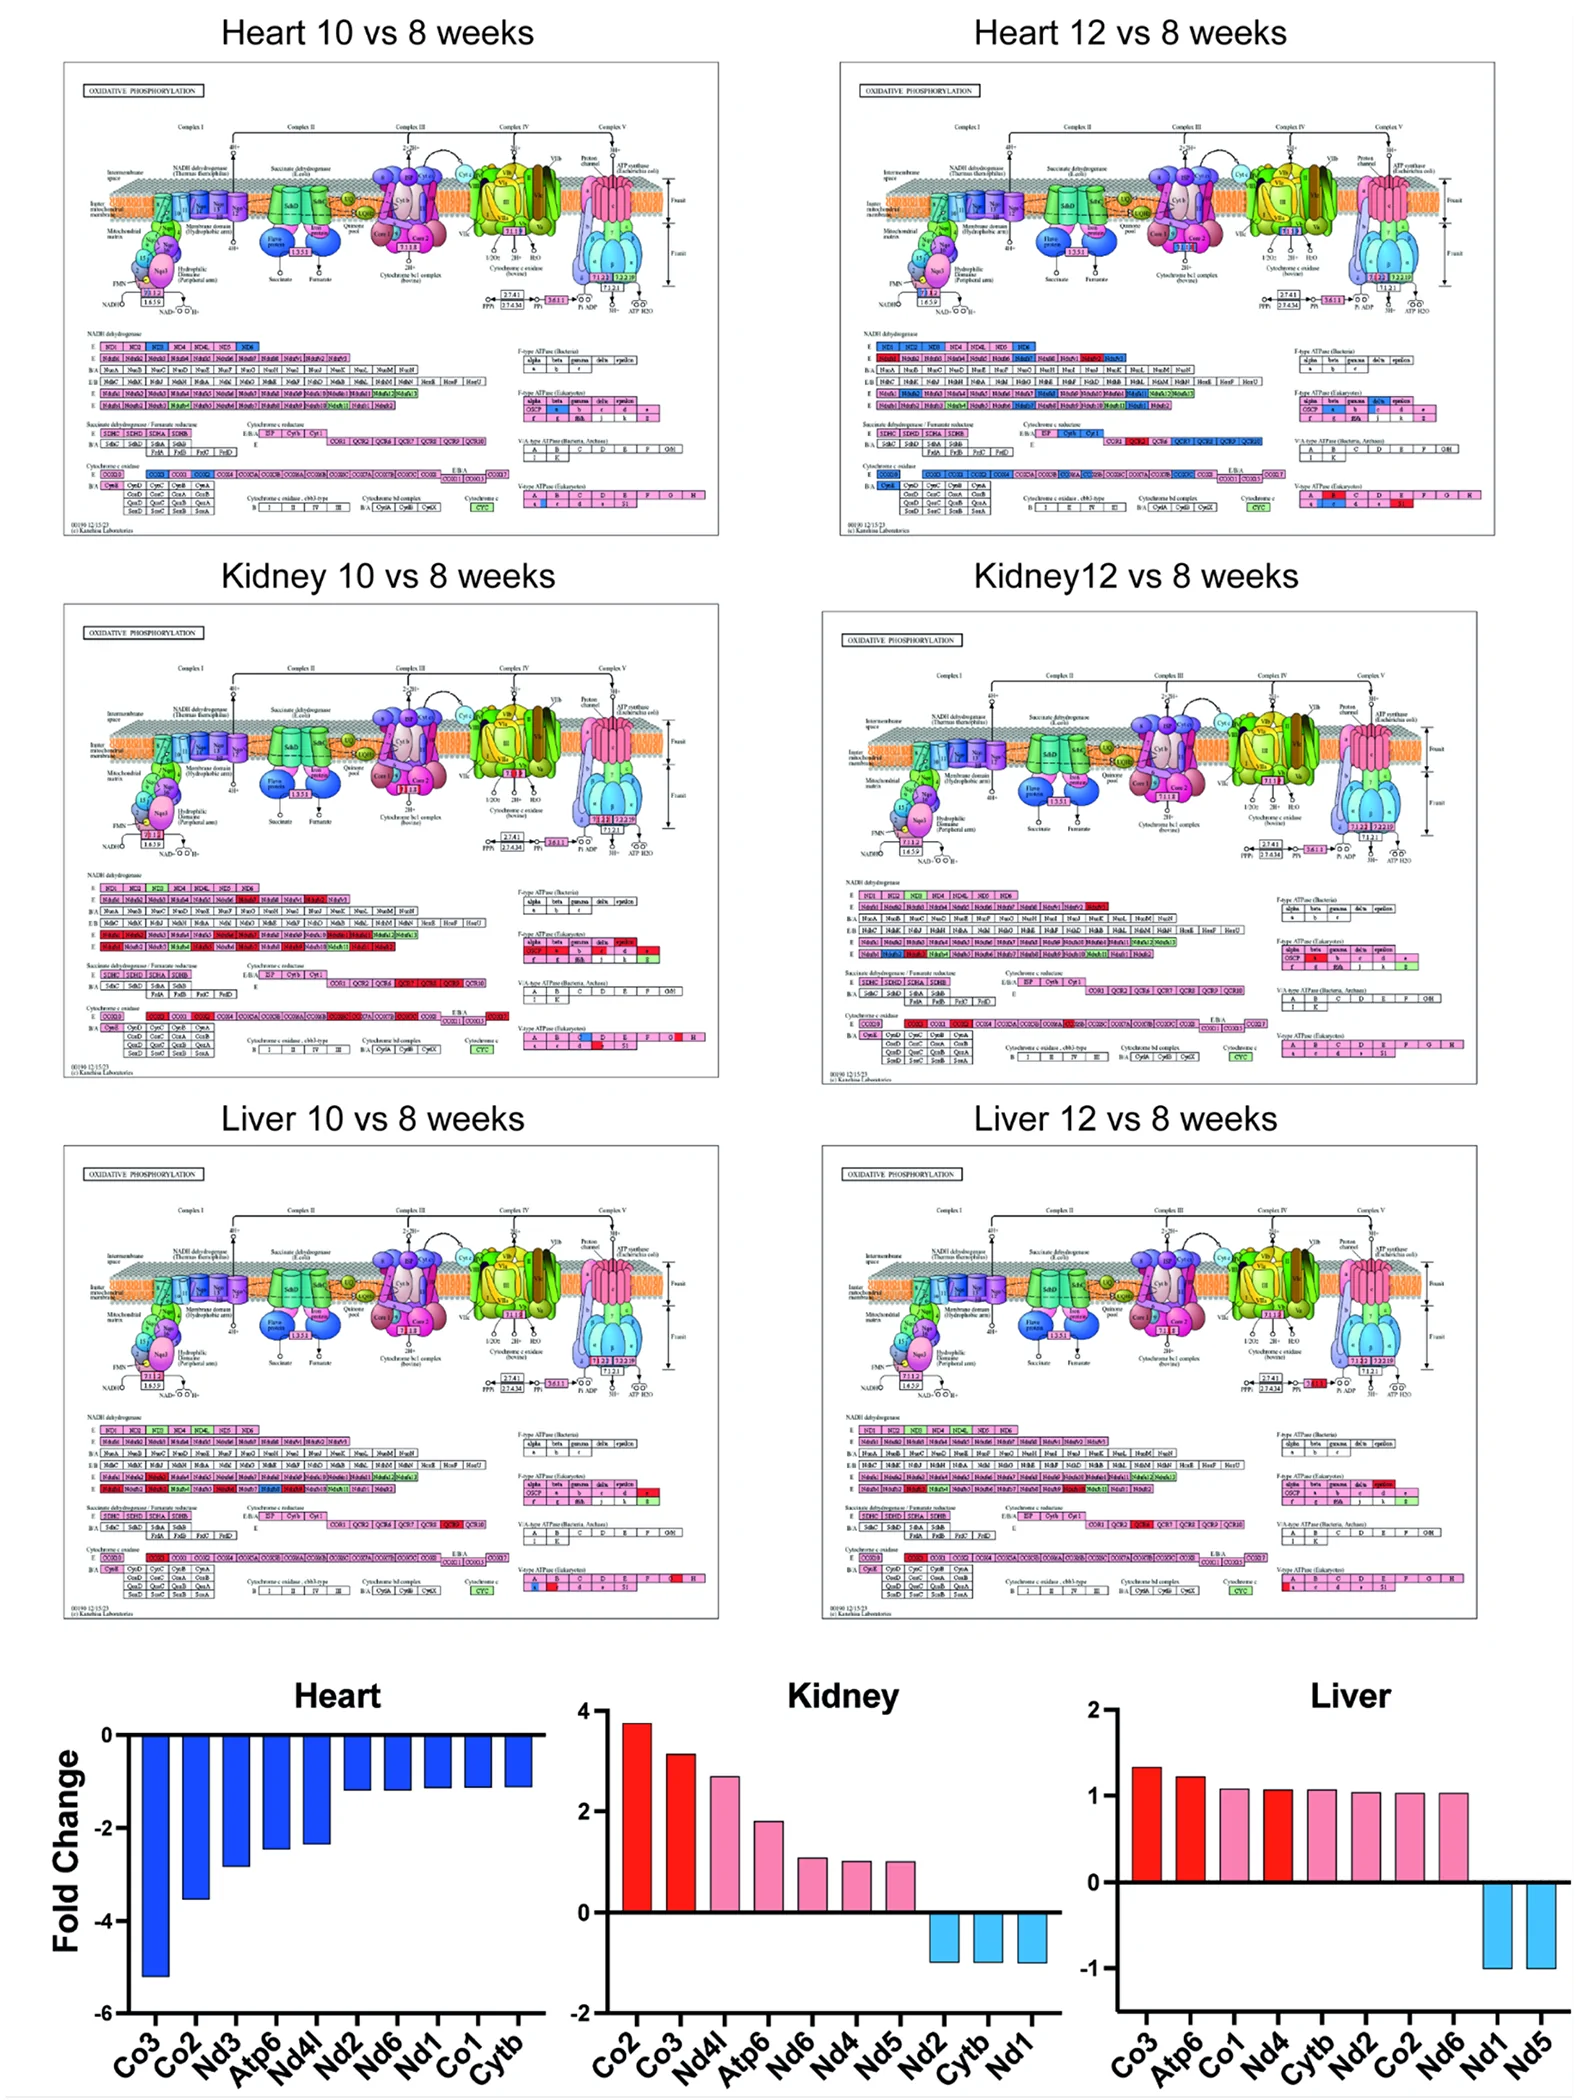
Divergent regulation of the mitochondrial oxidative phosphorylation (OXPHOS) pathway across organs during late adolescence. **(a)** KEGG pathway maps showing expression changes in mitochondrial respiratory chain components (10 and 12 weeks vs. 8 weeks). The heart exhibits a prominent down-regulation of respiratory chain genes, while the kidney and liver show compensatory increases in expression. The map was generated using KEGG Mapper with kind permission of the Kaneshisa Laboratories (https://www.kegg.jp/kegg/kegg1.html). **(b)** Quantified expression changes of key mitochondrial genes (*Co2, Co3, Nd3, Atp6, Nd4l, Nd6, Nd1, Cytb*) at 12 weeks compared to 8 weeks, highlighting the systematic down-regulation in the heart versus the up-regulation observed in the liver and kidney. Red: significantly upregulated genes (adjusted p-value < 0.05), blue: significantly downregulated genes (adjusted p-value < 0.05), pink: genes that were measured but are not significant, and green: genes not present in the dataset.

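In heart, *mt-Atp6* (ENSMUSG00000064357, the mitochondrial genome from 7927 to 8607) fell from 11.4 ± 1.99 to 5.03 ± 2.32 CPM (SD, n = 4; log2 fold change -1.202, standard error 0.30, edgeR adjusted p = 0.0355), and its adjusted p was 0.0986 without 12-week replicate 3. *mt-Nd4l*, at under 1 CPM, had a log2 fold change of -1.01 ± 0.51 (SE; edgeR adjusted p = 0.2405). The genes outside the stretch copied on chromosome 1 stood at 6181 CPM or more at 12 weeks and changed less: *mt-Nd6* by -0.21 ± 0.09, *mt-Nd1* by -0.20 ± 0.09 and *mt-Cytb* by -0.15 ± 0.09 on the log2 scale, with edgeR adjusted p-values between 0.1804 and 0.289. All 4 samples of 12 weeks lay below every sample of 8 weeks for *mt-Nd1* and *mt-Cytb*, and 3 of 4 for *mt-Nd6*. The log2 fold changes of *mt-Nd2*, *mt-Nd4*, *mt-Nd5*, *mt-Co1* and *mt-Atp8* were -0.24, -0.09, 0.03, -0.18 and -1.54, with edgeR adjusted p-values from 0.145 to 0.905. In kidney, *mt-Co2* rose from 4.47 ± 0.3896 to 16.7 ± 1.78 CPM (log2 fold change 1.89, standard error 0.11, edgeR adjusted p = 1.2e-06) and *mt-Co3* from 2.39 ± 0.296 to 7.99 ± 1.72 CPM (log2 fold change 1.73, standard error 0.19, edgeR adjusted p = 0.00327). Both passed in every fit that leaves out 1 sample. *mt-Atp6* and *mt-Nd4l*, which the copy also covers, had log2 fold changes of 0.88 ± 0.18 and 1.21 ± 0.48 in kidney (edgeR adjusted p over all genes = 0.1096 and 0.353), and *mt-Atp6* passed when adjusted over the list of oxidative phosphorylation genes alone (0.00736). Outside the copy, *mt-Nd6*, *mt-Nd1* and *mt-Cytb* changed in kidney by 0.12, -0.03 and -0.01, each with a standard error of at least 0.08. In liver, *Gm28661*, the counterpart of *mt-Co2* in the nuclear copy, rose from 14.1 to 46.1 CPM (log2 fold change 1.71, standard error 0.10, edgeR adjusted p = 2.1e-06). *mt-Co2* itself changed in liver by 0.04 on the log2 scale. There *mt-Co3* had a log2 fold change of 0.37 ± 0.15 (edgeR adjusted p = 0.285) and all 4 samples of 12 weeks above those of 8 weeks. *mt-Co2*, *mt-Atp6*, *mt-Nd6*, *mt-Nd1* and *mt-Cytb* changed there by -0.01 to 0.27, with edgeR adjusted p-values of 0.608 to 0.969. Too few pairs were counted on *mt-Nd3* and *mt-Atp8* in kidney and liver, and on *mt-Nd4l* in liver, for these genes to be tested. The directions of *mt-Nd1*, *mt-Cytb* and *mt-Nd6* in kidney and of *mt-Co2*, *mt-Nd1* and *mt-Nd6* in liver changed when single samples were left out.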

**Figure 3:**
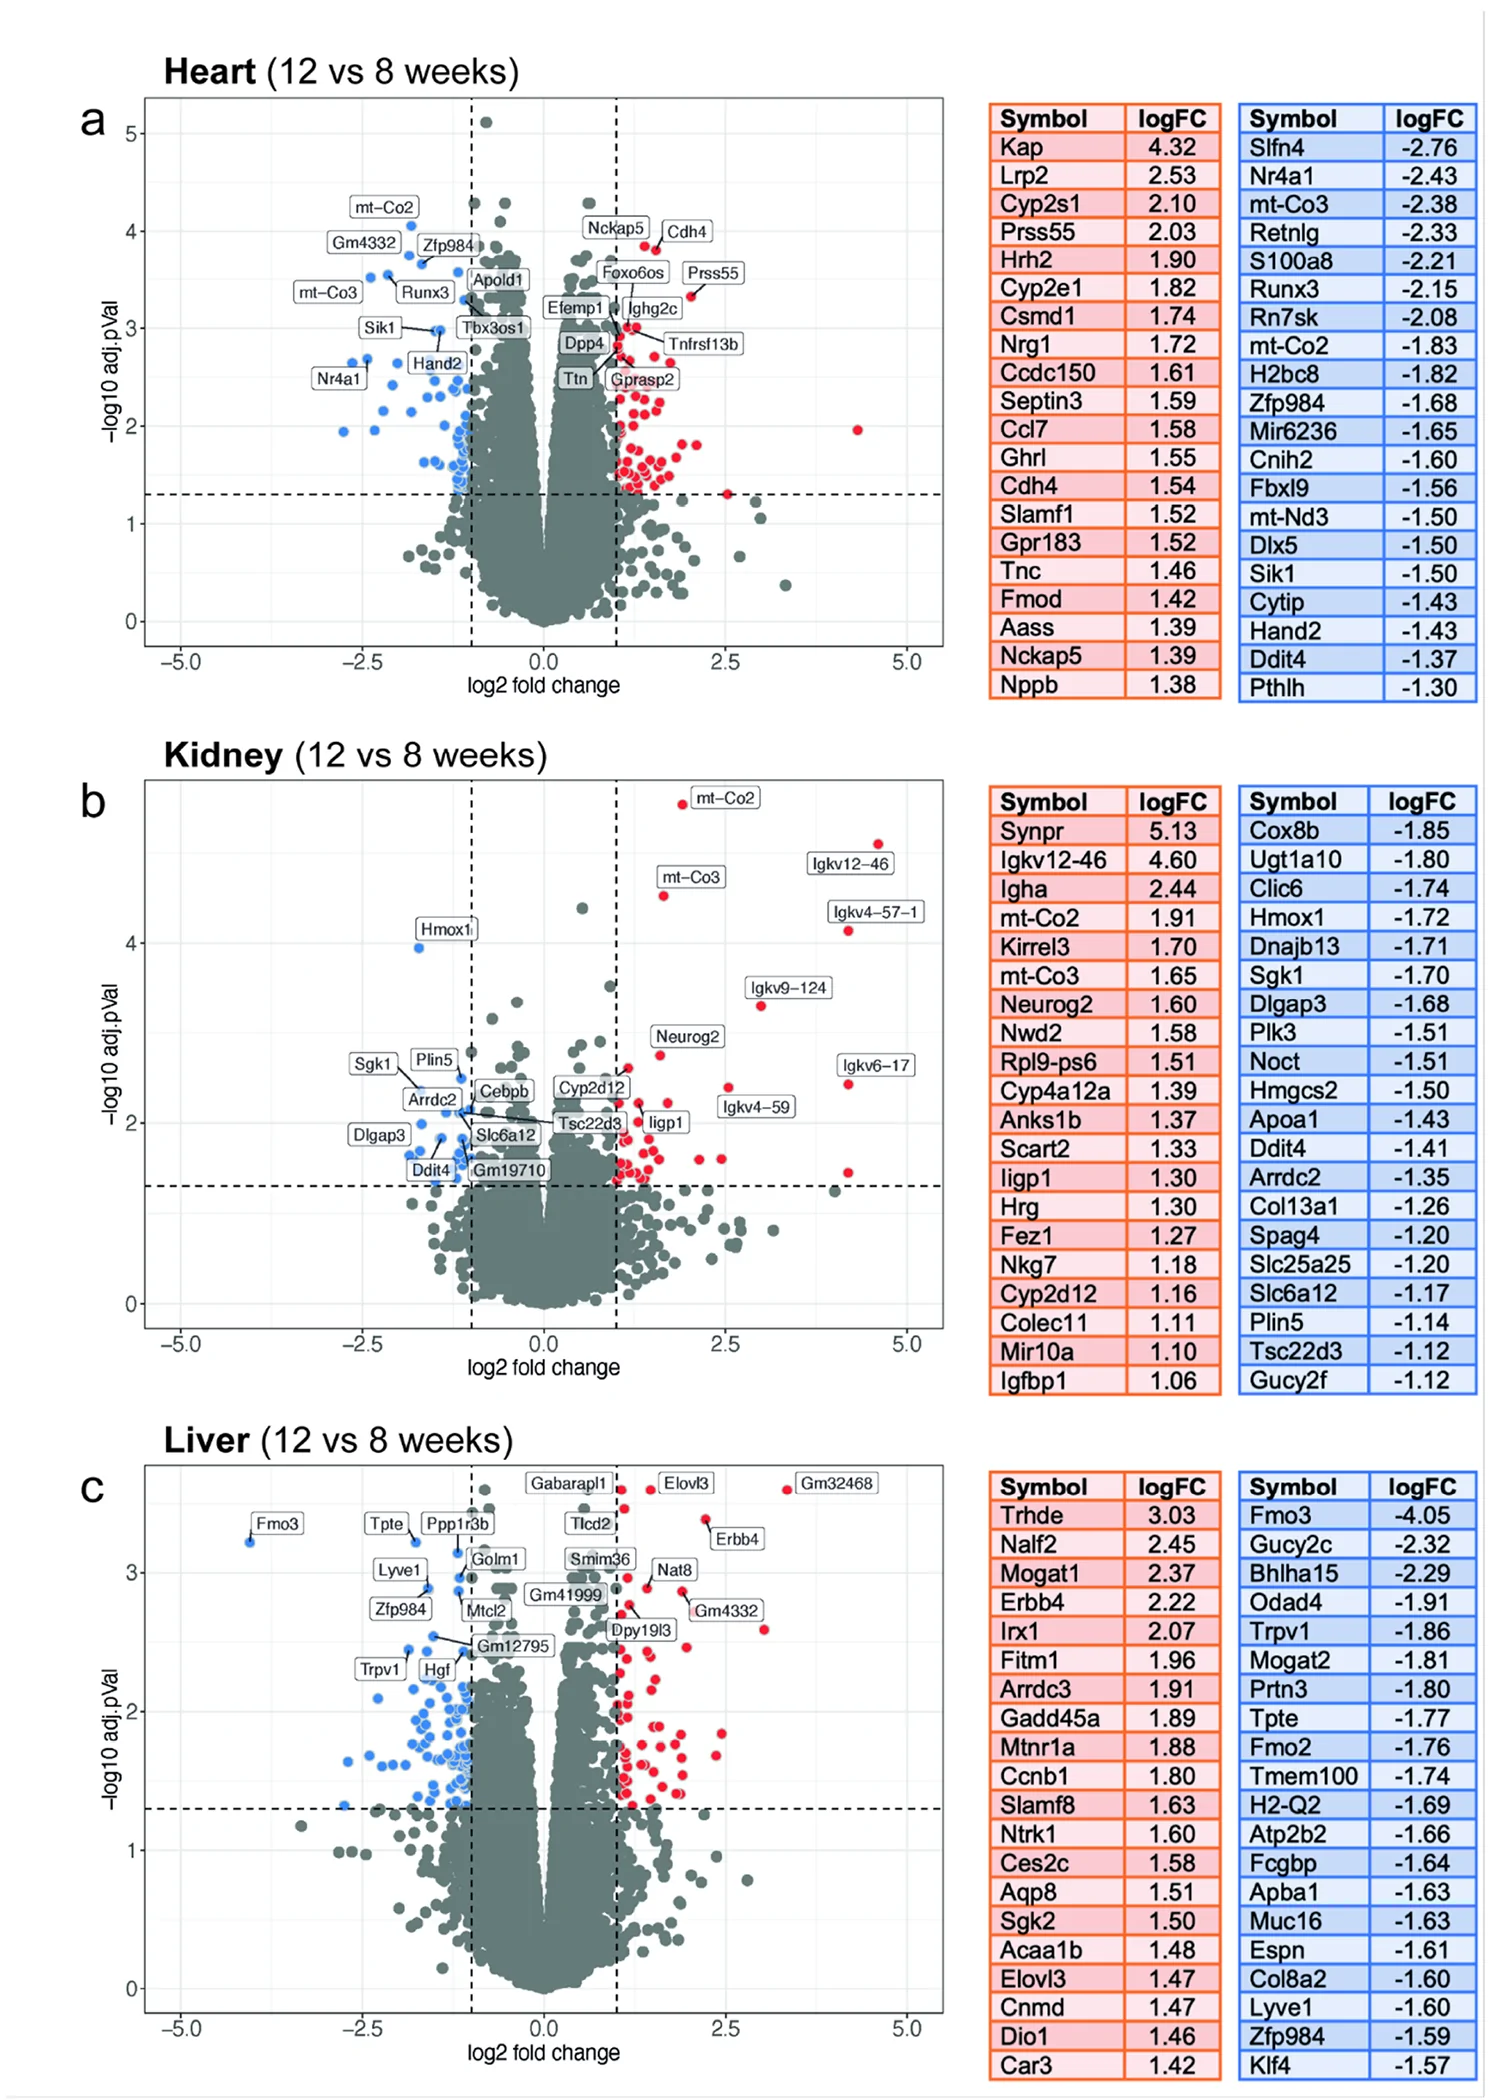
Organ-specific transcriptional profiling reveals distinct maturation signatures in the heart, kidney, and liver at 12 weeks compared to 8 weeks. Volcano plots illustrate differentially expressed genes (DEGs) with corresponding top up-regulated (orange) and down-regulated (blue) gene lists for the **(a)**heart, (**b)** kidney, and **(c)** liver. Analysis highlights unique adaptive responses: the heart prioritizes structural and matrix remodeling genes, the kidney shows enrichment in immune-related signaling, and the liver exhibits a robust shift toward metabolic reprogramming and detoxification. Red and blue dots denote significantly up-regulated and down-regulated genes, respectively (p-adj < 0.05).

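Among the genes called at 12 against 8 weeks whose samples did not overlap, those with the largest fold changes included several that are not named in the text. In heart, the highest was *Kap* (ENSMUSG00000032758, chromosome 6 from 133826814 to 133830725), which encodes the kidney androgen regulated protein. Its counts added up to 2 over the 4 samples of 8 weeks and to 167 over those of 12 weeks, a ratio of 78.5 on equal depth with a 95% binomial interval for counting error from 21.4 to 653 (edgeR adjusted p = 0.0173, and 0.0555 without 8-week replicate 4). 12-week replicate 1 held 5.75 CPM of it and the other 3 samples of that age 0.355 to 0.769 CPM. *Kap* stands at 20136 CPM in kidney. The long noncoding RNA *1810073O08Rik* (ENSMUSG00000117442, chromosome 17 from 84213283 to 84229038) rose from 0.181 ± 0.0658 to 0.661 ± 0.305 CPM (SD, n = 4; log2 fold change 1.86, standard error 0.51, edgeR adjusted p = 0.0452), and none of the 8 fits that leave out 1 sample called it. *Gm62833* (ENSMUSG00000134877, chromosome 15 from 67156420 to 67163817), another long noncoding RNA, had 50 counts over the 4 samples of 8 weeks and 0 at 12 weeks, which makes it at least 17.7-fold lower against a floor of 3 counts over the group (edgeR adjusted p = 0.0192, and 0.0557 without 12-week replicate 3). In liver, the long noncoding RNA *Pard3bos3* (ENSMUSG00000085400, chromosome 1 from 62495884 to 62538420) was up-regulated with a log2 fold change of 2.69 ± 0.48 (SE). The 3 genes down-regulated in liver were the long noncoding RNAs *Gm61393* (ENSMUSG00000138893, chromosome 13 from 52339117 to 52342387) and *Gm48199* (ENSMUSG00000113399, chromosome 13 from 52334190 to 52337367) and the protein-coding gene *Tpte* (ENSMUSG00000031481, chromosome 8 from 22773457 to 22861434). *Gm61393* fell from 2.73 ± 1.03 to 0.301 ± 0.0223 CPM (SD, n = 4; log2 fold change -3.17, standard error 0.45, edgeR adjusted p = 0.0198). *Gm48199* and *Tpte* had log2 fold changes of -2.62 ± 0.47 and -1.705 ± 0.25 (SE). The edgeR adjusted p of these 4 liver genes lay between 0.0198 and 0.0414. It rose to 0.148 without 8-week replicate 2 for *Pard3bos3*, to 0.0837 without 12-week replicate 2 for *Gm61393*, to 0.122 without 12-week replicate 2 for *Gm48199* and to 0.0901 without 8-week replicate 2 for *Tpte*.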

**Figure 4:**
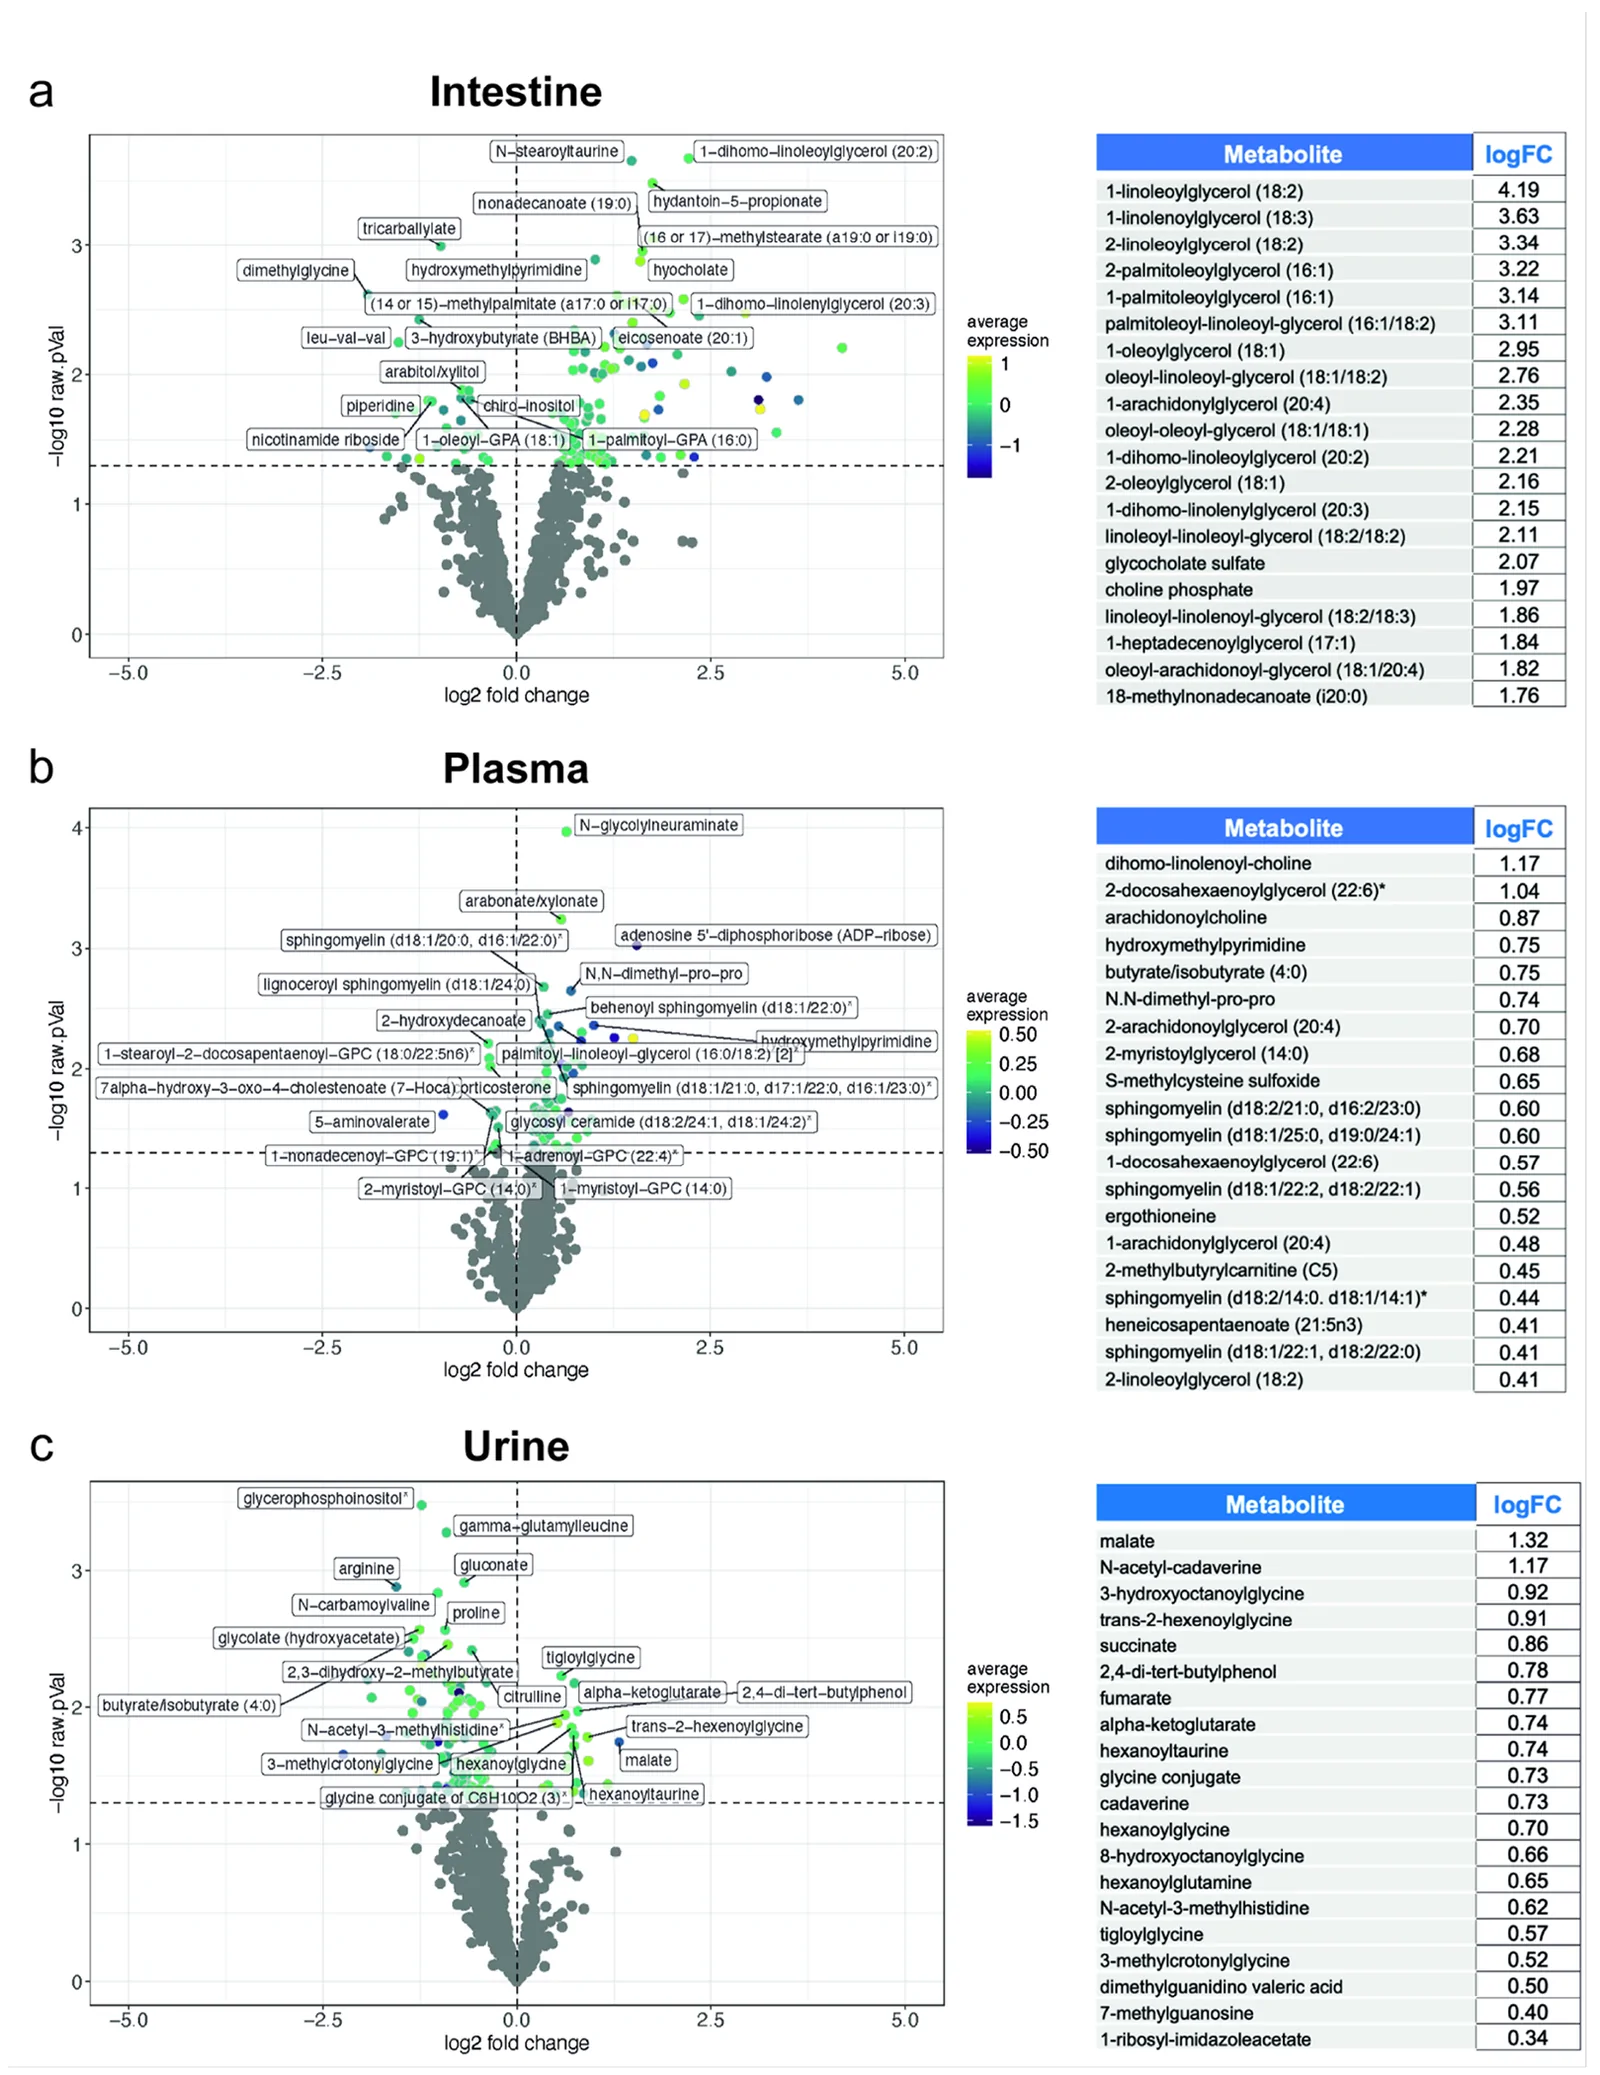
Age-dependent metabolic profiling identifies site-specific shifts in lipid handling and energy metabolism between 8 and 12 weeks of age. Volcano plots of metabolites identified in **(a)** intestine, **(b)** plasma, and **(c)**urine, accompanied by tables of top up-regulated metabolites (log2 fold change). Metabolomic analysis highlights systematic developmental changes: intestinal luminal samples show an increase in neutral lipid intermediates indicative of improved lipid absorption; plasma reveals an elevation in PUFA-rich glycerolipids and sphingomyelins reflecting membrane and lipoprotein remodeling; and urinary profiles demonstrate increased excretion of TCA cycle intermediates and acylglycines, confirming enhanced mitochondrial fatty acid β-oxidation and energy turnover during the transition to adulthood. Significant metabolites are depicted by colored dots, with the color scale indicating the average expression level across samples.

**Figure 5:**
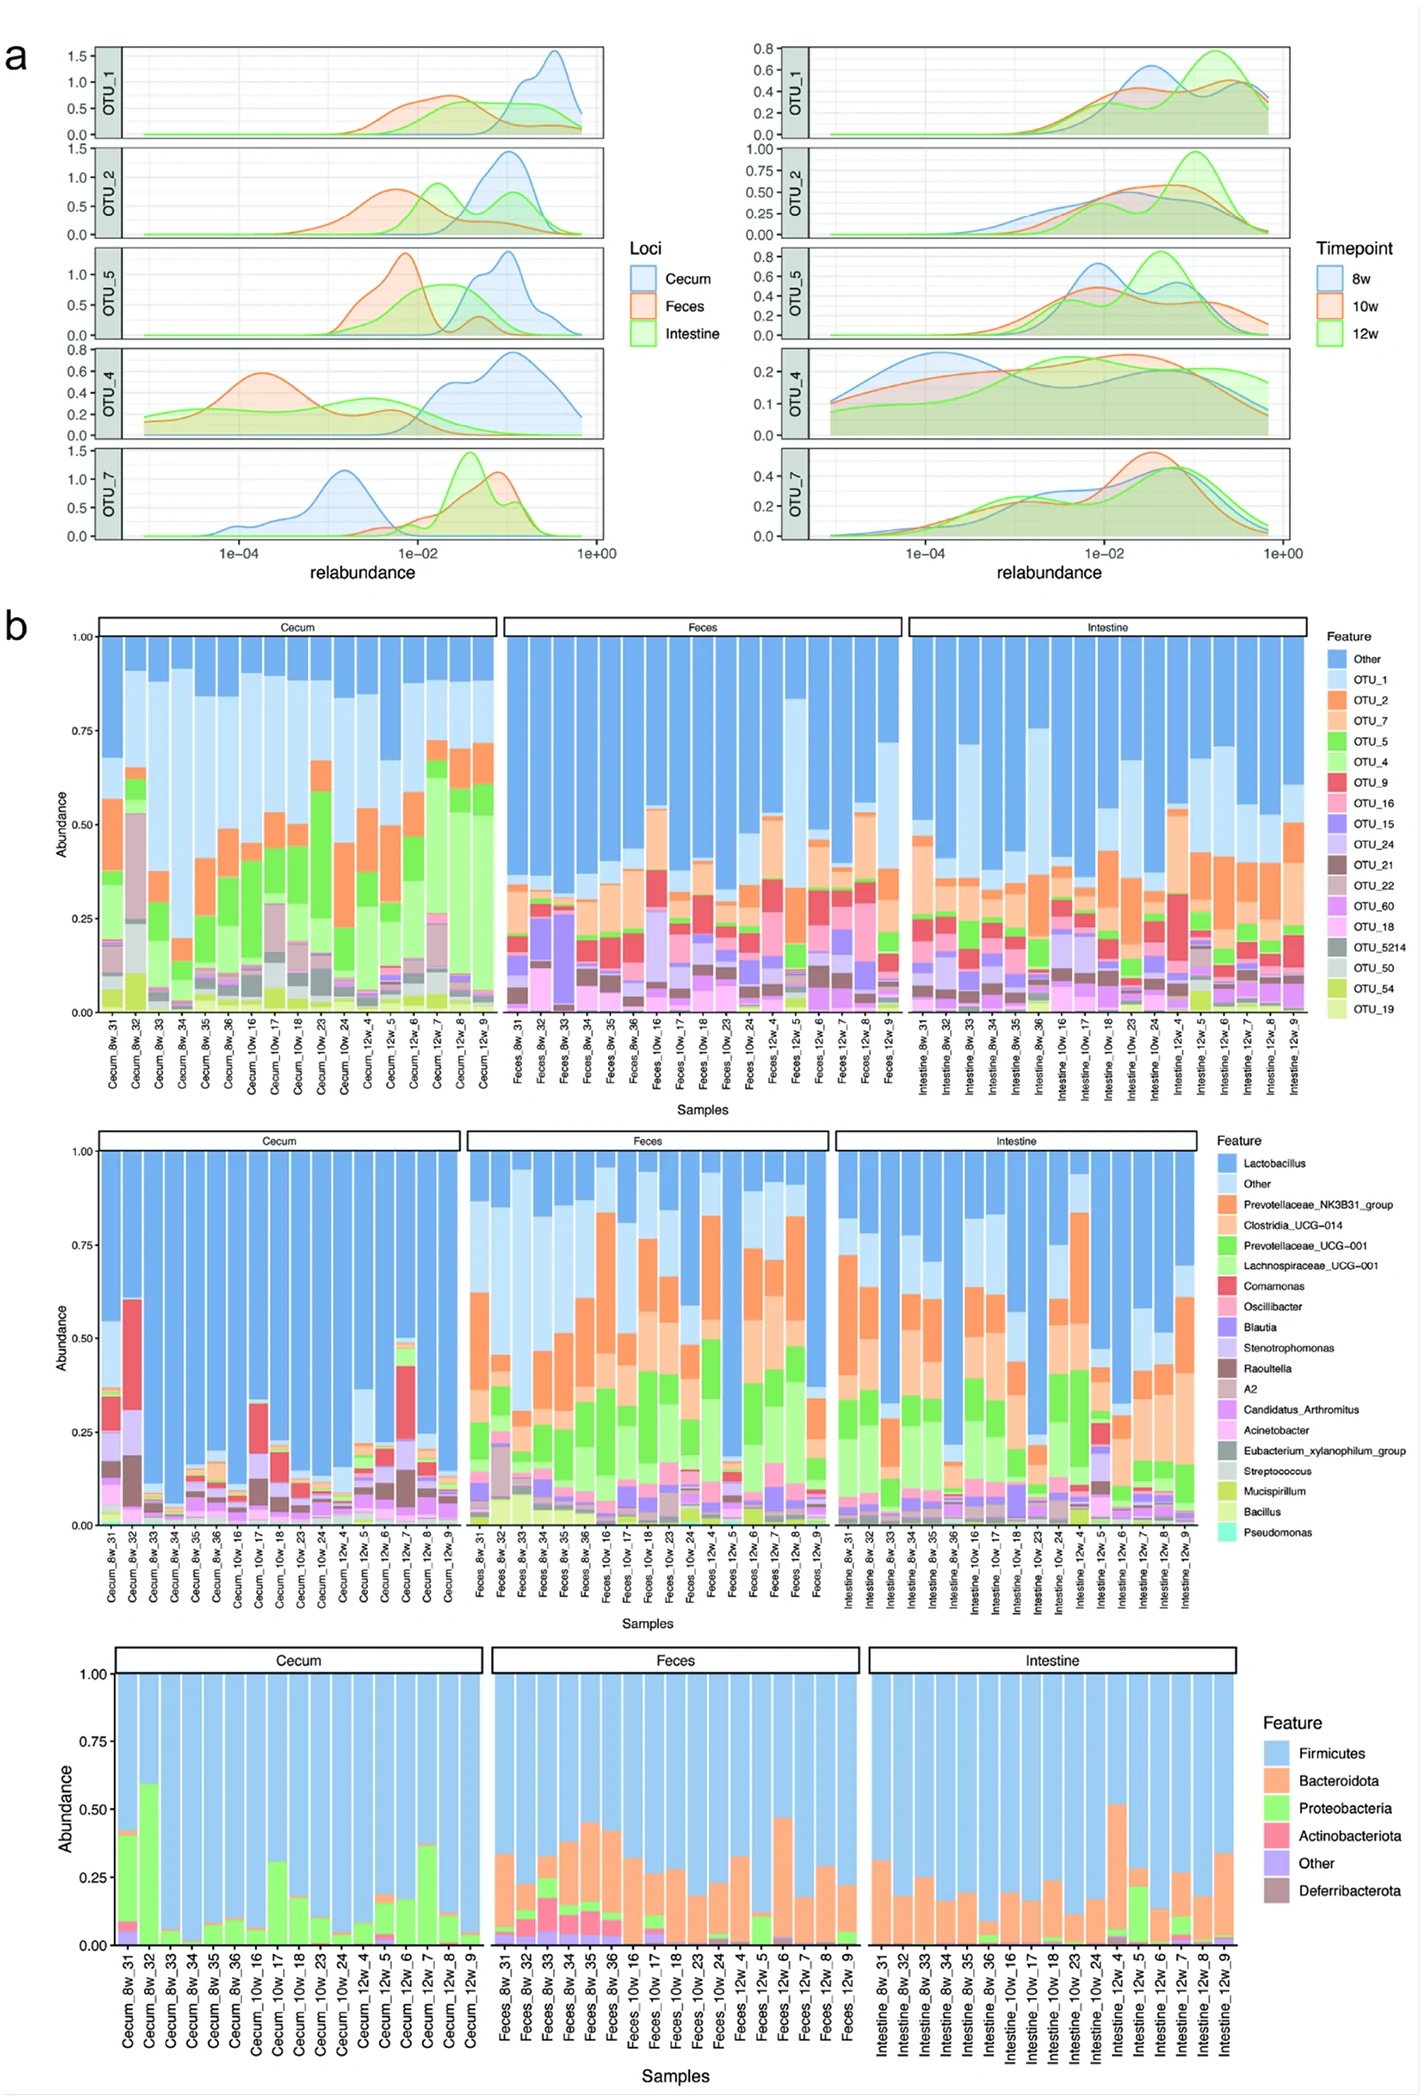
Site-specific dynamic remodeling of the microbiome during the 8- to 12-week transition. **(a)** Dynamic remodeling of dominant microbial taxa across anatomical sites and timepoints. Density plots show log10-scaled relative abundance distributions for the five most abundant taxonomic features: Lactobacillus johnsonii, Lactobacillus murinus, Lactobacillus reuteri, Cyanobacteriia, and Bacteroidia. Distributions are shown separately by anatomical site, including cecum, feces, and small intestine, and by age, comparing 8-, 10-, and 12-week samples. Curves indicate the density of samples at each relative abundance level, revealing shifts in microbial community composition across intestinal locations and during the 8- to 12-week transition. **(b)** Taxonomic composition of the microbiome of samples from the cecum, feces, and small intestine. Stacked bar chart illustrating the relative abundance of micro bial features (OTUs) across individual mouse samples. Samples are labeled by cage number followed by the sampling time point: 8 weeks (2d), 10 weeks (2w), and 12 weeks (4w). Each bar represents the total community composition of a single sample, with color-coded segments indicating the proportion of each OTU. The other category encompasses low-abundance taxa, highlighting the inter-individual and longitudinal shifts in community structure within the small intestine.

**Figure 6:**
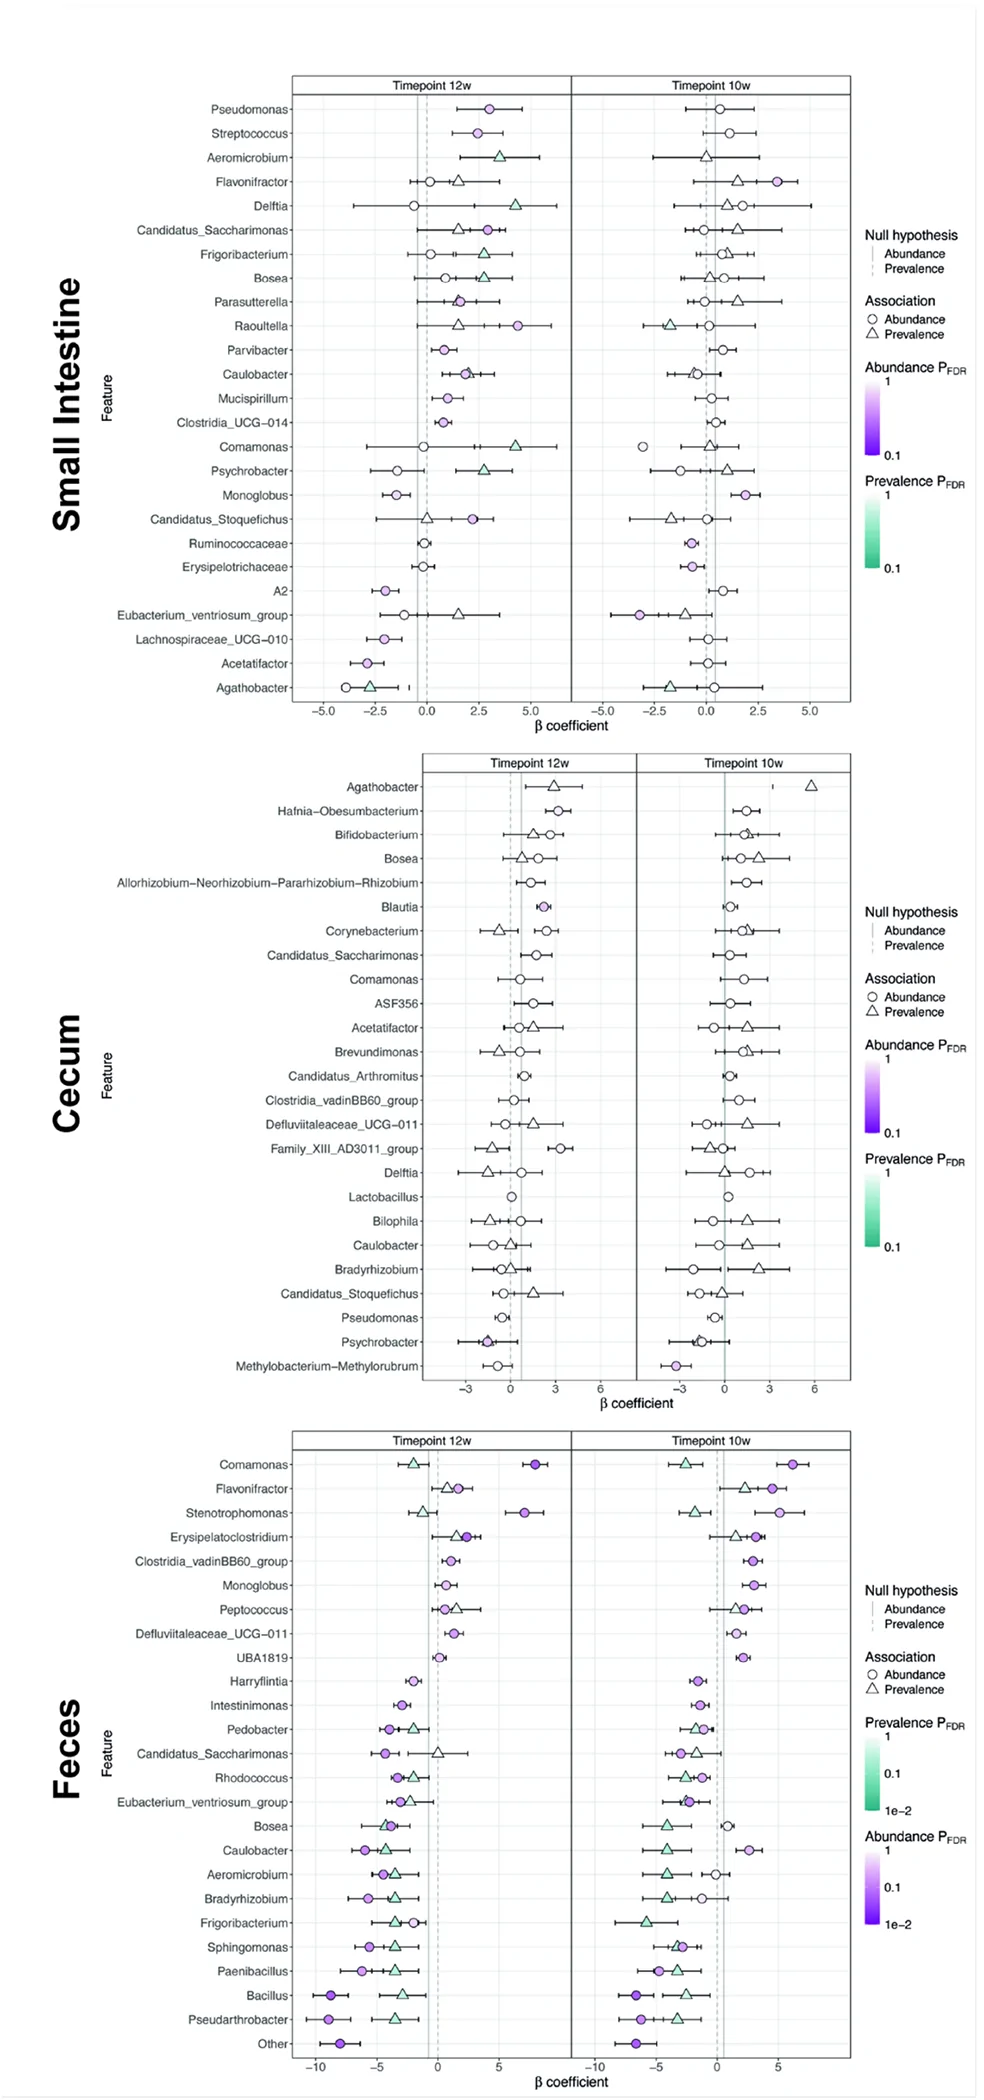
Compositional changes in the gut microbiome during late adolescence (10 vs. 12 weeks). Forest plots showing beta-coefficients for microbial features in the small intestine and cecum. Results represent associations with microbial abundance (circles) and prevalence (triangles) across time points. Significant findings are indicated by color-coded values (purple for abundance, teal for prevalence), highlighting the microbial shifts that accompany the transition from 10 to 12 weeks of age. Error bars represent 95% confidence intervals, and the vertical dashed line at 0 denotes the null hypothesis.

## Data Availability

The RNA sequencing data is available at the NCBI Gene Expression Omnibus (GEO) (accession number: GSE337595. The 16S rRNA microbiome data is available in the NCBI Sequence Read Archive (accession number: PRJNA1491087). The metabolomics data is available at the NIH Common Fund’s National Metabolomics Data Repository (NMDR) website, the Metabolomics Workbench, https://www.metabolomicsworkbench.org where it has been assigned Project ID PR003206 and Project DOI https://doi.org/10.21228/M88P1N. [44].

How the deposited data were processed for this re-analysis (not part of the article)

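RNA was measured in heart, kidney and liver of male C57BL/6NCrl mice at 8, 10 and 12 weeks of age, with 4 libraries for each of the 9 groups and 36 in all. The counts deposited by the authors give the read pairs on each gene of each library. To make these counts, the authors examined the reads with FastQC v0.11.9, trimmed adapters, poly-G stretches and low-quality ends with cutadapt v4.2, and aligned the pairs with STAR v2.7.11b to GRCm39 with the Ensembl v113 annotation. The counts are whole numbers without normalization, in a column without regard to strand and a column for each strand. In all libraries, between 49.8% and 50.2% of the counts by strand fell on the first, and the column without regard to strand was used. Gene names, positions and types were taken from a later Ensembl release on the same genome build.

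Depth lay between 21031599 and 33637390 counted pairs per library. The common coefficient of variation between animals in edgeR's fit was 0.118 in heart, 0.113 in kidney and 0.206 in liver, and for genes with few counts the counting error adds to it. Libraries were grouped by tissue and age as their labels give them. Numbers of libraries with the same age are replicates and were not taken as pairs.

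In each tissue, a gene was kept when in at least 1 age group 2 or more samples had a count above 0 and the mean count was at least 10, which is the paper's filter. Scaling used edgeR's TMM factors, and all 3 comparisons of ages came from a single model with a mean for each age, tested with edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest) in R 4.3.3. The p-values were adjusted by the Benjamini-Hochberg method over the genes kept. A call needs an adjusted p under 0.05 and an absolute log2 fold change over 1. Separation of ages was tested by the exact permutation of all 5775 divisions of the 12 samples of a tissue into the 3 ages. Principal components used log2 values with a prior count of 2.

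Gene sets of the Reactome collection with 10 to 500 ranked genes were tested with fgsea 1.28.0 on genes ranked by the signed root of the F statistic, and beside it with camera at a correlation of 0.01 and with fry, both from limma 3.58.1. Differences between tissues in the change with age were tested by an interaction term in an edgeR model of all 36 libraries. The copy of mitochondrial sequence in the nuclear genome was located with blastn 2.17.0. Tests on lists of marker genes compared the list mean between ages over the exact splits of 4 and 4 samples, whose smallest p is 0.0286, or compared the median with 10000 random lists of like expression. Other steps used samtools 1.23.1, python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9.

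The single genes given are every gene the paper names in its text on RNA sequencing, the 13 mitochondrially encoded protein genes in all 3 tissues, and in each tissue the 3 genes with the highest and the 3 with the lowest log2 fold change at 12 against 8 weeks among those called without overlap between the samples of these ages. The test of each result, this rule and the alternatives were set before the data were examined. These alternatives were limma-voom, DESeq2 1.42.0, RLE factors, no count filter, edgeR's filterByExpr, a fit of 2 ages only, a replicate block, the counts of a single strand, the mitochondrial genes left out, other forms of the principal component data, and each library left out in turn.

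A further 27 settings were not planned. They were tried one after another once the counts of called genes had been seen to differ from the paper's, and each was set against the paper's counts. They vary the test (edgeR's likelihood-ratio test, edgeR's newer quasi-likelihood fit, limma-trend with and without robust eBayes, limma without a trend, limma-voom with quality weights or robust regression), replace the adjusted p by an unadjusted one under 0.05, 0.01 or 0.005, or count only genes that code for proteins, have a given symbol (no Gm number, Rik name or identifier) or have an Entrez number. All of them are reported in the closing section, and none replaces the planned test.

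The methods were tested on simulated data with the means, library sizes and dispersions of each tissue and 200 genes changed. These genes had an expected count of at least 10 and were changed at least 2-fold. Counts were drawn for each gene on its own. Smaller changes of these genes and correlation between genes were thus not tried. Past the adjusted p alone, edgeR's quasi-likelihood test found 94.0% of the changed genes in heart, 90.2% in kidney and 83.8% in liver, and unchanged genes made up 6.70%, 7.44% and 4.56% of the genes it found. A planted gene set ranked 1 in every simulation, and in 1 of the 2 simulations of heart 12 other sets passed the adjusted p as well. Some genes and a gene set that the paper or the rule above would name are not reported here. The metabolite and microbiome measurements of the paper were not analysed here.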

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

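The tests on processed pseudogenes, pairs with several matches, liver transcripts, the part of *Cyp2e1* left beside them, *Rn7sk* without a sample, brown fat, library numbers and the sex-dependent lists were chosen only after their results had been seen. A sample is given below where its distance to the nearest of the other 3 was over about 0.83 of the whole range of its group. For 4 samples this happens by chance in about 1 of 20 groups, so 15.75 of the 315 groups of named genes would show it by chance, and 35 did. Genes are not independent of each other, and 8-week replicate 1 of heart holds 6 of them and 10-week replicate 2 of heart 4.

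The change with age of mitochondrially encoded genes differed between tissues. In edgeR's interaction test, the log2 fold change in heart less that in kidney was -3.07 (0.01199) for *mt-Co2*, -3.48 (0.00543) for *mt-Co3* and -2.07 (0.0174) for *mt-Atp6*, with the adjusted p in brackets. Against liver it was -2.13 (0.0307) for *mt-Co3* and -1.48 (0.0273) for *mt-Atp6*. In 1 of 40 groupings of the samples, the true one, were as many genes found, for either tissue. The nuclear pseudogene *Gm28661*, which the paper does not discuss and which lies in the copied stretch on chromosome 1, changed by -2.67 in heart and by 1.71 in liver on the log2 scale. Single samples stood far from the other 3: 10-week replicate 1 of heart with 49.5 CPM of *mt-Co2* against 12.9 to 13.9 and 77.7 CPM of *Gm28661* against 30.2 to 35.01, 8-week replicate 1 of heart with 293 CPM of *Gm28661* against 211 to 224, 12-week replicate 1 of kidney with 14.1 CPM of *mt-Co2* against 17.2 to 17.8, and 10-week replicate 2 of liver with 8.15 CPM of *mt-Co3* against 5.47 to 5.83.

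Of the mitochondrially encoded genes outside the copied stretch, the largest fold change over heart and kidney was 1.18, while the genes wholly inside it changed by 2.02 to 3.405 times in heart. This is what reads shared with the copy would give, and reads placed differently in different libraries may explain the pattern. Processed pseudogenes, which share reads with their parents, had a median log2 fold change of -0.14 in heart and 0.16 in kidney. Each was outside 95% of random lists of like expression and had the sign of the mitochondrial genes. At 10 against 8 weeks the pseudogene median was 0.15 in kidney but -0.02 in heart. By then *Gm28661* in heart had already fallen from 235 CPM to between 30.2 and 77.7 CPM, so the pseudogenes as a class did not move with it. In liver the pseudogene median at 12 against 8 weeks was 0.11, also above 95% of random lists. The genes wholly inside the stretch changed there by only 1.03 to 1.29 times, so the 2 did not move to a like extent. A change in the transcripts themselves cannot be told apart from it. The share of pairs with several matches went from 17.95% to 16.4% in heart, a ratio of 0.916 (exact p = 0.0286, the smallest possible). In kidney, where *mt-Co2* and *mt-Co3* rose, it did not rise with them, at 8.39% and 8.195%, a ratio of 0.977 (exact p = 0.657). The share holds pairs of all genes with several matches, and what part of it comes from the stretch is not known here, which keeps a change in the transcripts open. An effect of age is open and was not tested apart from this.

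In heart, 8-week replicate 1 held 109.5 CPM of *Rn7sk* against 0.379 to 2.07, and 105 CPM of *Mir6236* against 1.86 to 4.01. It also held 1.09 CPM of *Hrh2* against 0.0909 to 0.207, 0.764 CPM of *Gpr183* against 0.273 to 0.351 and 0.0804 CPM of *Kap*, of which the other 3 had 0. Without this sample, the edgeR adjusted p of *Rn7sk* was 0.0931, and over all settings run it ranged from 1.8e-241 to 0.349. RNA without a poly(A) tail carried into this sample may explain its *Rn7sk* and *Mir6236*, and no test set it apart from a difference of this animal. For *Hrh2* and *Gpr183* no explanation was tested.

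*Kap*, an abundant kidney transcript, stood out in 12-week replicate 1 of heart, with 5.75 CPM of *Kap* against 0.355 to 0.769. Kidney RNA in the heart libraries would bring the other abundant kidney transcripts along. From the share that *Kap* gives, 14 genes of a list of 25 kidney markers, those hardly seen in 8-week heart and not *Kap* or *Lrp2*, would have risen by 1.23 CPM together, and they rose by 0.205 CPM, 0.166 of that. *Lrp2* alone rose by 0.245 CPM, where 0.2299 was given. The other markers argue against kidney RNA as the whole source of *Kap*. An effect of age on *Kap* in heart is open and was not tested apart from other sources of its transcripts.

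Liver transcripts appeared in heart, in genes the paper does not discuss there. *Alb* stood at 15.1 CPM in 10-week replicate 4 and at 10.5 CPM in 10-week replicate 2, and at 0 in all 4 samples of 8 weeks. Of 22 other genes of a list of 24 liver transcripts that were seen in heart, 17 had their highest values in these same samples, where chance gives 0.333. Liver tissue or liver RNA in these libraries may explain it. *Cyp2e1*, also a liver transcript, was far higher in 10-week replicate 4, with 2.34 CPM of *Cyp2e1* against 0.844 to 1.08. At 12 weeks, *Alb* gives 0.0828 of its 0.424 CPM, and 0.276 of its rise from 8 weeks, which argues against liver RNA as the whole source of that rise. Less what *Alb* gives, *Cyp2e1* was at 0.124 CPM at 8 weeks and 0.341 CPM at 12 weeks (exact permutation p = 0.229). An effect of age is open, and this difference is within what 4 samples at each age give by chance.

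In 10-week replicate 2 of heart, genes of neutrophils were far above the other 3, with 5.34 CPM of *S100a8* against 0.695 to 0.944, 1.5 CPM of *Retnlg* against 0.0776 to 0.2701 and 1.22 CPM of *Slfn4* against 0.3102 to 0.463, and *Ghrl* was far below, with 0.0469 CPM of *Ghrl* against 0.2701 to 0.3102. Between 8 and 12 weeks, the 6 neutrophil genes of the list that the paper does not name had a median log2 fold change of -0.69, with 5 of 6 lower, below 95% of random lists (exact permutation p of their mean 0.143). Fewer neutrophils in the 12-week hearts may explain *S100a8*, *Retnlg* and *Slfn4*. A list of 6 blood markers had 5 lower and a median of -0.18 (exact permutation p = 0.429). This median is within 95% of random lists but close to their lower bound of -0.198, so less blood as a whole is left open. Whether the animals or the dissection differed was not tested. For *Ghrl* no explanation was tested.

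Other samples of heart far from their group were 8-week replicate 3 with 0.773 CPM of *Tnc* against 0.241 to 0.322, 12-week replicate 1 with 0.278 CPM of *Cyp2s1* against 1.15 to 1.33, 12-week replicate 4 with 12.98 CPM of *Zfp984* against 4.17 to 5.35 and 1.12 CPM of *1810073O08Rik* against 0.484 to 0.556, and 10-week replicate 1 with 0.424 CPM of *Gm62833* against 0 to 0.0388. No technical or biological explanation was tested for these.

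In kidney, *Cidea* stood out in 8-week replicate 2, with 10.3 CPM of *Cidea* against 0 to 0.0971, and in 12-week replicate 1, with 5.29 CPM of *Cidea* against 0.102 to 0.285. Of 16 genes of a brown fat list, all seen in 8-week kidney, 12 had their highest 8-week value in replicate 2, where chance gives 4.00. *Ucp1* was at 21.9 CPM there. Brown fat taken along with the kidney may explain these samples, and no biological explanation was tested. *Synpr* in 8-week replicate 3, with 1.78 CPM of *Synpr* against 0 to 0.0647, had no explanation tested.

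*Hmox1* in kidney was far lower in 10-week replicate 4, with 24.7 CPM of *Hmox1* against 34.5 to 35.6, and far higher in 12-week replicate 4, with 70.5 CPM of *Hmox1* against 27.1 to 30.8. 10-week replicate 2 held 12.5 CPM of *Cry1* against 4.26 to 4.94 and 44.1 CPM of *Noct* against 17.1 to 20.2, genes that follow the time of day. Libraries with the same number in different tissues deviated together in 15 clock genes, with a mean correlation across genes of 0.5601, where shuffled numbers gave a mean of 0.0128 (p = 0.0001, the smallest that 10000 shuffles can give). Genes are not independent in such a correlation. Tissues of a single mouse carrying the same number, taken at another time of day, may explain *Cry1* and *Noct*, and the time of collection is not given. For *Hmox1* no explanation was tested.

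In liver, 10-week replicate 2 held 18.4 CPM of *Elovl3* against 254 to 276 and 54.3 CPM of *Fmo2* against 10.8 to 15.4. 12-week replicate 4 held 84.05 CPM of *Elovl3* against 160.0 to 166. *Elovl3* stands in a list of genes higher in male liver, and *Fmo2* in a list for female liver. Liver of a female animal is argued against by *Xist*, at 0.211 CPM in the first and 0 in the second. Genes of a male liver list lay -0.85 from the other 3 samples of the age in the first, on the log2 scale, and 0.0823 in the second. The 4 genes of the female list lay 1.705 from them in the first, with 4 above, and 0.444 in the second, with 3 above. In the second, the male list argues against a shift of the whole program, while the female list goes towards it. Whether the first animal had shifted cannot be told apart from other differences of a single animal. Genes that depend on androgen lay -0.23 and -0.07 from the others in the kidney libraries of the same numbers, too little to decide with 1 animal each.

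Further samples of liver far from their group were 8-week replicate 4 with 4.54 CPM of *Gucy2c* against 0.816 to 1.12, 8-week replicate 3 with 0.768 CPM of *Apba1* against 0.3399 to 0.399 and 774 CPM of *Acaa2* against 702 to 709, and 12-week replicate 1 with 7.92 CPM of *Acot2* against 3.81 to 4.02. No explanation was tested for them.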

How the results depend on the processing

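The settings named in this part as tried after the data were seen are 27 in number, and all were tried because the planned counts differed from the paper's. Separation of the ages kept its side of the threshold in each tissue under all 16 settings run, with a highest exact permutation p of 0.00121 in heart, 0.000693 in kidney and 0.0239 in liver. RLE factors and filterByExpr changed no count of genes by more than 1.5 times, and no call of the single genes or of the 11 gene sets reported here that were tested under them. filterByExpr kept 99 of the 105 single genes, and calls among the other gene sets did change. Where a value below changed with a setting, the cause was not tested, apart from what the setting itself leaves out. On simulated data with 200 genes changed at least 2-fold, the test used here found 94.0% in heart, 90.2% in kidney and 83.8% in liver past the adjusted p. Smaller changes of these genes were not tried, and depth and spread between animals were not varied in these simulations.

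Called genes at 12 against 8 weeks numbered 30 up and 41 down in heart, 4 and 1 in kidney, and 10 and 3 in liver under the test used here. On the adjusted p alone they were 691, 10 and 35, between 8 and 10 weeks 54, 25 and 2, and between 10 and 12 weeks 3, 10 and 4. The planned settings moved these counts by more than 1.5 times as follows. Without the count filter there were in heart 72 up, 1133 on the adjusted p alone, 193 between 8 and 10 weeks, 91 between 10 and 12 weeks, 17 lower oxidative phosphorylation genes and 1 higher oxidative phosphorylation genes, in kidney 80 up, 28 down, 513 on the adjusted p alone, 165 between 8 and 10 weeks, 167 between 10 and 12 weeks and 5 higher oxidative phosphorylation genes, and in liver 79 up, 57 down, 330 on the adjusted p alone, 133 between 8 and 10 weeks and 103 between 10 and 12 weeks. DESeq2 called in heart 20 down, 1270 on the adjusted p alone and 13 lower oxidative phosphorylation genes, in kidney 19 up, 10 down, 137 on the adjusted p alone, 71 between 8 and 10 weeks and 31 between 10 and 12 weeks, and in liver 52 up, 58 down, 423 on the adjusted p alone, 98 between 8 and 10 weeks and 108 between 10 and 12 weeks. limma-voom called in heart 28 between 8 and 10 weeks and 7 lower oxidative phosphorylation genes, and in kidney 6 between 10 and 12 weeks. Fitting 2 ages only gave in heart 0 higher oxidative phosphorylation genes, in kidney 0 down, 15 between 8 and 10 weeks and 2 between 10 and 12 weeks, and in liver 23 on the adjusted p alone, 5 between 8 and 10 weeks and 20 between 10 and 12 weeks. With STAR's counts of a single strand there were in heart 26 down, 33 between 8 and 10 weeks, 2 lower oxidative phosphorylation genes and 1 higher oxidative phosphorylation genes, in kidney 7 up, 2 down, 21 on the adjusted p alone and 21 between 10 and 12 weeks, and in liver 4 between 8 and 10 weeks. With the mitochondrial genes left out, the kidney calls fell in number, with 2 up, 0 down and 0 higher oxidative phosphorylation genes. For the difference between tissues, edgeR's interaction test on the counts of a single strand gave 0 of the 13 mitochondrially encoded genes for heart against kidney and 0 against liver, where the counts used here gave 3 and 2. limma-voom gave 3 and 3.

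Replicate numbers do not pair the libraries of a tissue. The 36 correlations between libraries of different ages with the same number lay between -0.265 and 0.171, with a mean of 0.0098, and 7 were above 0.1. The numbers were still fitted as a block, as planned. A replicate block gave in heart 12 between 10 and 12 weeks, 11 lower oxidative phosphorylation genes and 1 higher oxidative phosphorylation genes, in kidney 0 down and 4 on the adjusted p alone, and in liver 5 down and 2 between 10 and 12 weeks. With library numbers as a block across tissues, the interaction gave 3 mitochondrially encoded genes for heart against kidney and 3 against liver, at a consensus correlation of 0.0406.

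With each library left out in turn, the counts in heart ran from 13 (without 12-week replicate 1) to 58 (without 12-week replicate 4) up, from 16 (without 12-week replicate 3) to 44 (without 12-week replicate 4) down, from 172 (without 12-week replicate 3) to 1850 (without 12-week replicate 4) on the adjusted p alone and from 13 (without 10-week replicate 4) to 109 (without 10-week replicate 2) between 8 and 10 weeks. They ran from 2 (without 10-week replicate 4 or others) to 6 (without 10-week replicate 2 or others) between 10 and 12 weeks, from 1 (without 12-week replicate 2 or others) to 28 (without 12-week replicate 4) lower oxidative phosphorylation genes and from 0 (without 12-week replicate 1 or others) to 2 (without 12-week replicate 4 or others) higher oxidative phosphorylation genes.

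With each library left out in turn, the counts in kidney ran from 3 (without 12-week replicate 1 or others) to 11 (without 12-week replicate 4) up, from 0 (without 12-week replicate 1 or others) to 5 (without 12-week replicate 4) down and from 4 (without 8-week replicate 3) to 30 (without 12-week replicate 4) on the adjusted p alone. They ran from 5 (without 10-week replicate 3) to 69 (without 10-week replicate 4) between 8 and 10 weeks and from 0 (without 10-week replicate 2 or others) to 56 (without 10-week replicate 4) between 10 and 12 weeks.

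With each library left out in turn, the counts in liver ran from 2 (without 8-week replicate 2) to 17 (without 12-week replicate 4) up, from 0 (without 12-week replicate 1 or others) to 10 (without 12-week replicate 4) down and from 2 (without 8-week replicate 2) to 75 (without 12-week replicate 4) on the adjusted p alone. They ran from 1 (without 10-week replicate 3 or others) to 34 (without 10-week replicate 2) between 8 and 10 weeks and from 0 (without 10-week replicate 1 or others) to 10 (without 10-week replicate 2) between 10 and 12 weeks.

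For the settings tried after the data were seen, the genes up and down at 12 against 8 weeks and those called between 8 and 10 and between 10 and 12 weeks are given in this order, with every value under that setting. edgeR's likelihood-ratio test gave 66, 73, 134, 25 in heart, 37, 15, 118, 110 in kidney and 54, 67, 110, 119 in liver. Its newer quasi-likelihood fit gave 32, 45, 55, 3 in heart, 6, 1, 29, 17 in kidney and 11, 3, 2, 4 in liver. Quality weights in limma-voom gave 96, 67, 125, 4 in heart, 4, 3, 35, 7 in kidney and 17, 18, 133, 49 in liver. limma-trend gave 29, 37, 37, 3 in heart, 4, 1, 20, 6 in kidney and 13, 4, 3, 4 in liver. Without a trend, limma gave 13, 15, 14, 1 in heart, 2, 0, 7, 1 in kidney and 4, 1, 1, 3 in liver. Robust eBayes with limma-trend gave 28, 28, 29, 2 in heart, 4, 0, 18, 6 in kidney and 13, 3, 3, 5 in liver, and at an unadjusted p under 0.01 it gave 51, 50, 114, 41 in heart, 51, 21, 113, 104 in kidney and 63, 87, 139, 140 in liver.

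The next values, in the same order and also from settings tried after the data were seen, replace the adjusted p. At an unadjusted p under 0.05, limma-voom gave 116, 118, 231, 124 in heart, 122, 62, 261, 229 in kidney and 120, 200, 338, 278 in liver. Protein-coding genes alone gave 77, 48, 153, 84 in heart, 55, 27, 159, 137 in kidney and 77, 137, 209, 207 in liver. Genes with a given symbol gave 79, 60, 160, 86 in heart, 75, 29, 164, 165 in kidney and 81, 139, 222, 212 in liver. At an unadjusted p under 0.01, limma-voom gave 60, 68, 127, 57 in heart, 65, 26, 150, 116 in kidney and 61, 105, 146, 164 in liver. Protein-coding genes alone gave 41, 30, 92, 40 in heart, 34, 16, 91, 70 in kidney and 42, 72, 90, 133 in liver. Genes with a given symbol gave 43, 36, 97, 41 in heart, 44, 17, 97, 84 in kidney and 44, 73, 94, 137 in liver. At an unadjusted p under 0.005, limma-voom gave 45, 55, 95, 36 in heart, 43, 24, 105, 86 in kidney and 43, 73, 103, 120 in liver. Protein-coding genes alone gave 29, 27, 69, 26 in heart, 24, 15, 64, 53 in kidney and 32, 49, 65, 106 in liver. Genes with a given symbol gave 31, 31, 74, 27 in heart, 30, 16, 67, 63 in kidney and 33, 49, 67, 107 in liver.

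Robust regression was found in this way as well. Robust regression in limma-voom gave 81, 92, 139, 36 in heart, 47, 34, 150, 110 in kidney and 75, 117, 198, 195 in liver. Over protein-coding genes these were 50, 43, 98, 20 in heart, 23, 23, 90, 67 in kidney and 49, 81, 124, 160 in liver. Over genes with a given symbol they were 53, 54, 105, 20 in heart, 36, 23, 95, 84 in kidney and 50, 81, 128, 162 in liver. Over genes with an Entrez number they were 70, 63, 114, 28 in heart, 42, 28, 119, 93 in kidney and 58, 93, 151, 177 in liver, and with the p adjusted over these genes 72, 63, 116, 30 in heart, 43, 28, 125, 105 in kidney and 58, 94, 150, 181 in liver. At 20 iterations of the regression they were 81, 92, 139, 36 in heart, 47, 34, 149, 110 in kidney and 74, 116, 197, 195 in liver. With robust eBayes added, robust regression gave 81, 92, 134, 36 in heart, 47, 34, 147, 108 in kidney and 75, 116, 194, 195 in liver. Over protein-coding genes these were 50, 43, 95, 20 in heart, 23, 23, 87, 66 in kidney and 49, 81, 123, 160 in liver. Over genes with a given symbol they were 53, 54, 102, 20 in heart, 36, 23, 92, 82 in kidney and 50, 81, 127, 162 in liver. Over genes with an Entrez number they were 70, 63, 112, 28 in heart, 42, 28, 116, 91 in kidney and 58, 92, 148, 177 in liver, and with the p adjusted over these genes 70, 63, 114, 28 in heart, 42, 28, 125, 104 in kidney and 58, 93, 147, 178 in liver. Robust regression also gave in heart 2874 on the adjusted p alone and 30 lower oxidative phosphorylation genes, in kidney 499 on the adjusted p alone, 2 lower oxidative phosphorylation genes and 6 higher oxidative phosphorylation genes and in liver 1116 on the adjusted p alone and 5 higher oxidative phosphorylation genes. Adjusted over genes with an Entrez number it gave in heart 2763 on the adjusted p alone and 30 lower oxidative phosphorylation genes, in kidney 471 on the adjusted p alone, 2 lower oxidative phosphorylation genes and 6 higher oxidative phosphorylation genes and in liver 1044 on the adjusted p alone and 5 higher oxidative phosphorylation genes.

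Among the gene sets, Collagen formation and the fatty acid set in liver passed under all settings run for them. With fry, 7 sets that passed by fgsea did not: Respiratory electron transport in heart (fry adjusted p = 0.553), in kidney (0.844) and in liver (0.3998), Adaptive immune system (0.133) and Immunoregulatory interactions between a lymphoid and a non-lymphoid cell (0.133) in kidney, the fatty acid set in kidney (0.700) and Extracellular matrix organization in liver (0.0695). With camera, Respiratory electron transport (0.585) and the fatty acid set (0.207) in kidney no longer passed. Ranked by limma-voom, Respiratory electron transport in kidney had an NES of 1.56 (fgsea adjusted p = 0.0781). Without the mitochondrial genes, its NES was 0.87 (fgsea adjusted p = 0.909), and in heart -1.71 (fgsea adjusted p = 0.296). Ranked by robust regression, tried after the data were seen, it was 1.58 (fgsea adjusted p = 0.0707) in kidney, and that of the fatty acid set -1.51 (fgsea adjusted p = 0.0821). With single libraries left out, the NES of Respiratory electron transport in heart ran from -2.22 to -1.62, with adjusted p-values from 6.2e-05 to 0.232 (the highest without 12-week replicate 3), and in kidney from 1.08 to 2.14, with adjusted p-values from 8.5e-06 to 0.7199 (without 12-week replicate 4). For the fatty acid set in kidney it ran from -1.99 to -1.29, with adjusted p-values from 0.000109 to 0.286 (without 8-week replicate 2).

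The direction of a set that never passed was not fixed. Striated muscle contraction in heart changed sign with camera (adjusted p = 0.998), with fry (0.992), by robust regression with an NES of -0.89 (fgsea adjusted p = 0.835), and without 12-week replicate 4, with NES values from -1.14 to 1.46, with adjusted p-values from 0.336 to 0.945 over the libraries left out.

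Some single genes changed direction, and none of them was past an adjusted p in either direction. Their log2 fold changes at 12 against 8 weeks are given with the value of the test used here in brackets, and quality weights, limma-trend, limma without a trend and robust regression were tried after the data were seen. *mt-Nd5* in heart (0.0337) had -0.1041 to 0.1016 with a sample left out, -0.0553 with quality weights and -0.0403 by robust regression, with robust eBayes added and at 20 iterations. *Cidea* in kidney (-0.74) had -3.68 to 4.35 with a sample left out, 0.53 by limma without a trend, by limma-trend and by limma-trend with robust eBayes, 1.0974 by limma-voom, 0.57 with quality weights, 1.403 by robust regression and with robust eBayes added and 1.4029 at 20 iterations. *mt-Cytb* in kidney (-0.0053) had -0.0485 to 0.044 with a sample left out and 0.0018 by robust regression, with robust eBayes added and at 20 iterations. *mt-Nd1* in kidney (-0.0302) had -0.0933 to 0.0334 with a sample left out. *mt-Nd2* in kidney (-0.0264) had -0.0757 to 0.0334 with a sample left out and 0.0043 by robust regression, with robust eBayes added and at 20 iterations. *mt-Nd4* in kidney (0.0099) had -0.0368 to 0.0751 with a sample left out and -0.0192 with the counts of a single strand. *mt-Nd5* in kidney (0.0158) had -0.0597 to 0.0834 with a sample left out. *mt-Nd6* in kidney (0.12) had -0.0275 to 0.23 with a sample left out. *mt-Co2* in liver (0.0393) had -0.0321 to 0.13 with a sample left out. *mt-Nd1* in liver (-0.0124) had -0.0756 to 0.0473 with a sample left out and 0.0136 without the count filter. *mt-Nd2* in liver (0.0417) had -0.003 to 0.0983 with a sample left out. *mt-Nd5* in liver (0.0291) had -0.071 to 0.087 with a sample left out and -0.0194 by robust regression, with robust eBayes added and at 20 iterations. *mt-Nd6* in liver (0.0276) had -0.0774 to 0.11 with a sample left out and -0.0035 with the counts of a single strand.

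Other named genes kept their direction and changed their side of the adjusted p. 4 came past it and 7 fell back with 2 ages only, 15 came past it and 0 fell back with DESeq2, 5 came past it and 8 fell back with limma-voom, 31 came past it and 1 fell back without the count filter, 1 came past it and 7 fell back with the counts of a single strand and 6 came past it and 10 fell back with the replicate block. Of the settings tried after the data were seen, edgeR's likelihood-ratio test brought 22 past it and 0 back, quality weights brought 15 past it and 3 back, limma-trend brought 4 past it and 4 back, limma without a trend brought 0 past it and 18 back and robust regression brought 49 past it and 0 back.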

Differences from the paper's values

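The settings limma-voom, DESeq2, RLE factors, no count filter, filterByExpr, 2 ages only, a replicate block, the counts of a single strand, no mitochondrial genes and each library left out were set before the data were examined. The other 27 settings named here were tried after seeing that the counts differ, each against the paper's values, so a value that falls near the paper's under them was searched for. The paper's methods name edgeR and limma with the adjusted p under 0.05, and do not name robust regression, unadjusted p-values or a choice of genes by type, symbol or Entrez number for these counts. Values from figures were read by eye. Counts are taken to differ when one is more than 1.5 times the other, and log2 fold changes when they lie further apart than the standard error.

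In heart, the paper counts 63 genes up at 12 against 8 weeks, and 30 were found here. Among the planned settings, only leaving out the count filter (72), leaving out 8-week replicate 1 (47) and leaving out 12-week replicate 4 (58) came within 1.5 times of it. In kidney, the paper counts 36 genes up at 12 against 8 weeks, and 4 were found here. No planned setting came within 1.5 times of it. In kidney, the paper counts 27 genes down at 12 against 8 weeks, and 1 was found here. Only leaving out the count filter (28) came within 1.5 times of it. In liver, the paper counts 54 genes up at 12 against 8 weeks, and 10 were found here. Among the planned settings, only DESeq2 (52) and leaving out the count filter (79) came within 1.5 times of it. In liver, the paper counts 92 genes down at 12 against 8 weeks, and 3 were found here. No planned setting came within 1.5 times of it.

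Between 8 and 10 weeks in heart, Fig. 1 of the paper shows about 82 genes up against 46 here, with only DESeq2 (68), a replicate block (69), leaving out 8-week replicate 1 (60) and leaving out 10-week replicate 2 (93) within 1.5 times, and about 31 genes down against 8 here, with only leaving out the count filter (38) within 1.5 times. Between 8 and 10 weeks in kidney, Fig. 1 of the paper shows about 82 genes up against 19 here, with only DESeq2 (55) and leaving out 10-week replicate 4 (60) within 1.5 times, and about 33 genes down against 6 here, with only leaving out the count filter (39) within 1.5 times. Between 8 and 10 weeks in liver, Fig. 1 of the paper shows about 73 genes up against 2 here, with only DESeq2 (53) and leaving out the count filter (82) within 1.5 times, and about 70 genes down against 0 here, with only leaving out the count filter (51) within 1.5 times. Between 10 and 12 weeks in heart, Fig. 1 of the paper shows about 4 genes up against 0 here, with no planned setting within 1.5 times, and about 23 genes down against 3 here, with no planned setting within 1.5 times. Between 10 and 12 weeks in kidney, Fig. 1 of the paper shows about 27 genes up against 1 here, with no planned setting within 1.5 times, and about 68 genes down against 9 here, with only leaving out the count filter (99) within 1.5 times. Between 10 and 12 weeks in liver, Fig. 1 of the paper shows about 39 genes up against 1 here, with only DESeq2 (26) within 1.5 times, and about 130 genes down against 3 here, with no planned setting within 1.5 times. All other planned settings left these counts more than 1.5 times apart.

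For the 18 counts of the paper, the test used here comes within 1.5 times of 1, the number of genes down at 12 against 8 weeks in heart. Of the settings tried after seeing the values, 22 of 27 come near more of them. Chosen after seeing the values, limma-voom with robust regression over genes with a given symbol and limma-voom with robust regression and robust eBayes over genes with a given symbol came within 1.5 times of 18 counts. Chosen after seeing the values, limma-voom with robust regression adjusted over genes with an Entrez number, limma-voom at an unadjusted p under 0.005, limma-voom with robust regression counted after adjustment over genes with an Entrez number, limma-voom with robust regression and robust eBayes counted after adjustment over genes with an Entrez number and limma-voom with robust regression and robust eBayes adjusted over genes with an Entrez number came within 1.5 times of 17 counts. Chosen after seeing the values, limma-trend with robust eBayes at an unadjusted p under 0.01, limma-voom with robust regression over protein-coding genes and limma-voom with robust regression and robust eBayes over protein-coding genes came within 1.5 times of 16 counts. edgeR's likelihood-ratio test, also chosen after seeing the values, reached 15. limma-voom at an unadjusted p under 0.01, also chosen after seeing the values, reached 14. limma-voom with robust regression at 20 iterations and limma-voom with robust regression and robust eBayes, also chosen after seeing the values, reached 13. limma-voom with robust regression and limma-voom at an unadjusted p under 0.05 over protein-coding genes, also chosen after seeing the values, reached 12. limma-voom at an unadjusted p under 0.01 over genes with a given symbol, also chosen after seeing the values, reached 11. limma-voom at an unadjusted p under 0.05 over genes with a given symbol, also chosen after seeing the values, reached 9. limma-voom at an unadjusted p under 0.01 over protein-coding genes, also chosen after seeing the values, reached 8. limma-voom at an unadjusted p under 0.005 over genes with a given symbol, also chosen after seeing the values, reached 6. limma-voom with quality weights and limma-voom at an unadjusted p under 0.005 over protein-coding genes, also chosen after seeing the values, reached 5. edgeR's newer quasi-likelihood fit (legacy off), also chosen after seeing the values, reached 1. limma-trend, limma without a trend, limma-trend with robust eBayes and limma-voom at an unadjusted p under 0.05, also chosen after seeing the values, reached 0. Settings as unlike as robust regression and a plain threshold on the unadjusted p come near the counts, so the counts single out no method. On simulated data, unchanged genes made up 35.3% of the genes past the adjusted p alone by robust regression in heart, 39.4% in kidney and 36.9% in liver, against 14.2%, 16.2% and 12.01% for the likelihood-ratio test. Past both thresholds, the unchanged genes were 14, 20.5 and 20.5 by robust regression and 10.5, 10.5 and 10.5 by the likelihood-ratio test, in the same order and as means of 2 simulations.

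In heart, at 12 against 8 weeks, log2 fold changes read by eye differ as follows. *Kap* stands at about 4.3 in Fig. 3, against 6.15 here, and of the planned settings the lowest value with a library left out, limma-voom and the counts of a single strand lay within the error. *Hrh2* stands at about 1.9 in Fig. 3, against 0.99 here, and of the planned settings the highest value with a library left out and limma-voom lay within the error. *Ccl7* stands at about 1.6 in Fig. 3, against 0.85 here, and of the planned settings the highest value with a library left out, limma-voom and a replicate block lay within the error. *mt-Co3* stands at about -2.4 in Fig. 3, against -1.77 here, and of the planned settings the lowest value with a library left out, limma-voom and a replicate block lay within the error. *Rn7sk* stands at about -2.1 in Fig. 3, against -6.101 here, and of the planned settings the highest value with a library left out and limma-voom lay within the error. *mt-Co2* stands at about -1.8 in Fig. 3, against -1.19 here, and of the planned settings the lowest value with a library left out, limma-voom and a replicate block lay within the error. *Zfp984* stands at about -1.7 in Fig. 3, against -1.28 here, and of the planned settings the lowest value with a library left out lay within the error. *Mir6236* stands at about -1.7 in Fig. 3, against -4.56 here, and of the planned settings the highest value with a library left out and limma-voom lay within the error. No alternative was run for genes of the figure outside those named by rule: *Prss55* stands at about 2 in Fig. 3, against 1.19 here. Within the error as well, chosen after seeing the values, were limma without a trend, limma-trend and limma-trend with robust eBayes for *Kap*, *Ccl7*, *mt-Co3*, *Rn7sk*, *mt-Co2* and *Mir6236*. Also chosen after seeing the values, quality weights, robust regression, the same with robust eBayes and the same at 20 iterations lay within it for *Kap*, *Hrh2*, *Ccl7*, *mt-Co3*, *Rn7sk*, *mt-Co2*, *Zfp984* and *Mir6236*.

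In kidney, at 12 against 8 weeks, log2 fold changes read by eye differ as follows. *Synpr* stands at about 5.1 in Fig. 3, against 3.03 here, and no planned setting lay within the error. *Hmox1* stands at about -1.7 in Fig. 3, against -1.43 here, and of the planned settings 2 ages only, the lowest value with a library left out, limma-voom, a replicate block and leaving out the mitochondrial genes lay within the error. No alternative was run for genes of the figure outside those named by rule: *Ugt1a10* stands at about -1.8 in Fig. 3, against -1.23 here and *Clic6* stands at about -1.7 in Fig. 3, against -3.05 here. Within the error as well, chosen after seeing the values, were robust regression, the same with robust eBayes and the same at 20 iterations for *Synpr* and *Hmox1*. Also chosen after seeing the values, limma without a trend, limma-trend, limma-trend with robust eBayes and quality weights lay within it for *Hmox1*.

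In liver, at 12 against 8 weeks, log2 fold changes read by eye differ as follows. *Fmo2* stands at about -1.8 in Fig. 3, against -1.15 here, and of the planned settings the lowest value with a library left out, limma-voom and a replicate block lay within the error. No alternative was run for genes of the figure outside those named by rule: *Zfp984* stands at about -1.6 in Fig. 3, against -1.05 here. Within the error as well, chosen after seeing the values, were limma without a trend, limma-trend, limma-trend with robust eBayes, quality weights, robust regression, the same with robust eBayes and the same at 20 iterations for *Fmo2*.

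The other planned settings left these fold changes further apart than the error. In all, 15 of the 73 log2 fold changes compared with Fig. 3 differ, and the sign is the paper's for all 73. The shares of the principal components and the 7 fold changes of Fig. 2B do not differ.

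Of 29 genes the paper names for 12-week heart, 10 passed the adjusted p here (*mt-Atp6*, *Tnc*, *Cdh4*, *Nckap5*, *Ghrl*, *Slamf1*, *Slfn4*, *Rn7sk*, *Mir6236* and *Zfp984*). Not past it were *mt-Co2*, *mt-Co3*, *mt-Nd3*, *mt-Nd4l*, *mt-Nd6*, *mt-Nd1*, *mt-Cytb*, *Fmod*, *Nppb*, *Hrh2*, *Ccl7*, *Gpr183*, *Nrg1*, *Fgfr2*, *Aass*, *Cyp2s1*, *Cyp2e1*, *S100a8* and *Retnlg*. Planned settings brought past it *Nrg1*, *mt-Co2*, *mt-Co3* and *mt-Nd3* with limma-voom, *Cyp2e1*, *Cyp2s1*, *Fmod*, *Gpr183*, *Nppb*, *Nrg1*, *S100a8*, *mt-Co2*, *mt-Co3* and *mt-Nd3* with no count filter, *Cyp2s1*, *Nppb* and *mt-Co3* with 2 ages only, *Gpr183*, *Nppb*, *mt-Co2*, *mt-Co3* and *mt-Nd3* with a replicate block, *Gpr183* with the counts of a single strand and *mt-Co2*, *mt-Co3*, *mt-Nd3*, *Nppb*, *Hrh2*, *Ccl7*, *Gpr183*, *Nrg1* and *Aass* in at least 1 fit that leaves out a library. Further genes of these came past it, chosen after seeing the values, with edgeR's likelihood-ratio test (6), the newer quasi-likelihood fit (1), quality weights (10), limma-trend (2), limma-trend with robust eBayes (1), robust regression (18), robust regression with robust eBayes (18) and robust regression at 20 iterations (18).

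Of 16 genes the paper names for 12-week kidney, 4 passed the adjusted p here (*mt-Co2*, *mt-Co3*, *Neurog2* and *Ddit4*). Not past it were *Synpr*, *Ptpn5*, *Sult2a3*, *Cidea*, *Lipo2*, *Acsbg1*, *Aldh1a3*, *Cyp4a12a*, *Hmox1*, *Plk3*, *Cry1* and *Noct*. Planned settings brought past it *Hmox1*, *Noct* and *Plk3* with DESeq2, *Aldh1a3*, *Cry1*, *Cyp4a12a*, *Hmox1*, *Lipo2*, *Noct*, *Plk3* and *Synpr* with no count filter and *Hmox1* in at least 1 fit that leaves out a library. Further genes of these came past it, chosen after seeing the values, with edgeR's likelihood-ratio test (4), quality weights (1), robust regression (5), robust regression with robust eBayes (5) and robust regression at 20 iterations (5).

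Of 29 genes the paper names for 12-week liver, 4 passed the adjusted p here (*Acaa1b*, *Car3*, *Erbb4* and *Ehhadh*). Not past it were *mt-Co2*, *mt-Co3*, *Mogat1*, *Elovl3*, *Fitm1*, *Nat8*, *Ces2c*, *Fmo2*, *Gucy2c*, *Odad4*, *Apba1*, *Trhde*, *Mtnr1a*, *Dio1*, *Gadd45a*, *Sgk2*, *Acsl1*, *Acot2*, *Acot8*, *Acot12*, *Acadm*, *Hadha*, *Hadhb*, *Acaa1a* and *Acaa2*. Planned settings brought past it *Nat8* with limma-voom, *Acaa1a*, *Acsl1*, *Apba1*, *Ces2c*, *Dio1*, *Fitm1*, *Gadd45a*, *Gucy2c*, *Mogat1*, *Nat8* and *Trhde* with DESeq2, *Acsl1*, *Ces2c*, *Dio1*, *Elovl3*, *Fitm1*, *Gadd45a*, *Gucy2c*, *Mogat1*, *Nat8*, *Odad4*, *Sgk2* and *Trhde* with no count filter, *Trhde* with 2 ages only, *Trhde* with a replicate block and *Nat8*, *Trhde* and *Gadd45a* in at least 1 fit that leaves out a library. Further genes of these came past it, chosen after seeing the values, with edgeR's likelihood-ratio test (11), quality weights (3), limma-trend (2), limma-trend with robust eBayes (2), robust regression (23), robust regression with robust eBayes (23) and robust regression at 20 iterations (23).

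The paper names *Cidea* in kidney among genes of lipid metabolism of 12-week mice, without a direction in words; its log2 fold change was -0.74 here, 1.097 with limma-voom, planned, and 1.403 with robust regression, chosen after seeing the values. For heart, the paper gives terms of the sarcomere and of contraction as increased. The paper took its sets from MSigDB and ranked genes by a moderated t-statistic, and those terms were not tested here under their names. Striated muscle contraction, the Reactome set taken for them, had an NES of 1.04 (fgsea adjusted p = 0.763). It did not pass under any of the 16 other settings run for it, robust regression, chosen after seeing the values, among them.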

Other observations

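The counts on the adjusted p alone over other splits, the splits and simulations by robust regression, the simulations of the likelihood-ratio test and the sex-dependent lists were tests chosen only after the results were seen. Other splits of the same samples into groups of 4 show how often chance gives as many genes. There are 35 splits with the true one, and the number that gave as many genes past both thresholds is given for heart, kidney and liver in this order. At 12 against 8 weeks it was 1, 1 and 1, for 71, 5 and 13 genes, with at most 15, 1 and 7 in any other split. At 10 against 8 weeks it was 2, 1 and 2, for 54, 25 and 2 genes, and another split gave 79 in heart and 25 in liver. At 12 against 10 weeks it was 1, 2 and 2, for 3, 10 and 4 genes. On the adjusted p alone, 1 split of 35 gave as many at 12 against 8 weeks in each tissue. For heart and liver at 10 against 8 weeks, and for kidney and liver at 12 against 10 weeks, a single other split thus gave as many, and the share is not under 0.05. In each case that split joined 3 samples of an age with 1 of the other. The splits with 2 samples of each age on either side gave at most 0, 0, 1 and 1 genes in these comparisons. On the adjusted p alone, the splits with as many were 2, 2, 1 and 2, the true one counted.

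By robust regression, 1 of 24 splits gave as many genes at 12 against 8 weeks in each tissue, the true one. Other splits gave up to 123 in heart, 59 in kidney and 119 in liver. On simulated data without any changed gene, the mean numbers of genes past both thresholds were 2, 0.5 and 2 by robust regression, 2.5, 0 and 4.5 by edgeR's likelihood-ratio test and 1, 0 and 1 by DESeq2. Past the adjusted p alone, they were 8, 4 and 3.5 by robust regression, 5, 1.5 and 6.5 by edgeR's likelihood-ratio test, and 3.5, 1 and 3 by DESeq2. edgeR's quasi-likelihood test and limma-voom found none in these simulations.

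Gene sets were set against the same 35 splits, by the size of the NES. In heart, 13 splits gave as large a value for Respiratory electron transport, 25 for Striated muscle contraction and 14 for the fatty acid set. In kidney, these were 24 for Respiratory electron transport, 1 for Adaptive immune system, 4 for Immunoregulatory interactions between a lymphoid and a non-lymphoid cell and 11 for the fatty acid set, and in liver 11 for Respiratory electron transport, 4 for the fatty acid set, 3 for Extracellular matrix organization and 1 for Collagen formation. Only Adaptive immune system in kidney and Collagen formation in liver lie under a share of 0.05. As many sets past the adjusted p as the true split were found in 35 splits in heart, 11 in kidney and 10 in liver, and the median over the other splits was 42.0, 73.5 and 144.5 sets, so a set past fgsea's adjusted p can arise from differences between animals. For the oxidative phosphorylation genes past the adjusted p, 1 split of 35 gave as many lower and 1 as many higher in heart, and 1 as many higher in kidney.

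*Nr4a1* and *Sik1*, chosen after their values were seen, were lower in 12-week heart, and the median log2 fold change of 22 other immediate early genes was -0.65. The whole list of 24 genes had a median of -0.70 in heart. In kidney it was -0.09, with 14 of 24 lower, and in liver 0.13, with 12 of 24 lower. A response of like size in all 3 tissues was thus not seen. An immediate early response at tissue collection that differed between ages may explain the heart values. It cannot be told apart from an effect of age, since the order of collection is not given. Of 15 clock genes, 10 changed in the same direction at 12 against 8 weeks in all 3 tissues, and 12 at 10 against 8 weeks. A different time of day at collection and an effect of age cannot be told apart for *Hmox1*, *Ddit4*, *Plk3*, *Cry1* and *Noct* in kidney, since the time of collection is not given.

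Immunoglobulin variable genes in kidney had all 4 samples of 12 weeks above every sample of 8 weeks in 12 of 33 genes, where chance gives 1.43% of genes. These 12 genes were picked by that result, and some of them meet it near the floor. *Igkv9-124* held 0.121, 2.831, 0.041 and 0.143 CPM in the samples of 12 weeks and 0 in those of 8 weeks. The count therefore cannot decide whether plasma cells in only a few animals gave the rise. Of the other variable genes, 10 had 3 samples above, 10 had 2 and 1 had 1. Of the 5 constant genes, 1 had all 4 above, 1 had 3 and 3 had 2. The antibody genes of one cell are expressed together, so these counts are not independent. More plasma cells with age is open and was not tested apart from other sources of these transcripts.

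A male pattern of expression still maturing between 8 and 12 weeks was tested as a hypothesis. Of the male liver list, 11 of 11 genes were higher at 12 weeks, with a median log2 fold change of 0.41 (exact permutation p = 0.0857). Of the female liver list 3 of 4 were lower, with a median of -2.13 (exact permutation p = 0.143). The female median leaned on 8-week replicate 4, which held 26.7 CPM of *Cux2* and 18.96 CPM of *Cyp2a4*. The other samples of that age held at most 6.36 and 0.799 CPM. On the log2 scale, this sample lay 2.90 from the others on the female list and -0.71 on the male list. All 9 genes of a list that depends on androgen in kidney were higher, with a median of 0.24 (exact permutation p = 0.0286, the smallest possible). Adjusted over the 3 lists, the values were 0.129, 0.143 and 0.0858, past no threshold of 0.05, which a single list at the smallest p cannot pass. At 10 against 8 weeks, the median of the kidney list was -0.03 (exact permutation p = 0.943), so no rise was seen by then. The hypothesis stays open for kidney, where it may hold only after 10 weeks, and for liver it cannot be told apart from differences between single animals.

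Marker lists were tested in 63 combinations of list and tissue at 12 against 8 weeks. In 8 of them the exact permutation p was 0.0286, the smallest possible, and 0 passed the adjustment over all 63, with a lowest adjusted p of 0.225. With 4 samples at each age, most of the combinations would have had to reach the smallest p for any to pass, so this adjustment decides little.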
